# Sulfur sequestration promotes multicellularity during nutrient limitation

**DOI:** 10.1038/s41586-021-03270-3

**Published:** 2021-02-24

**Authors:** Beth Kelly, Gustavo E. Carrizo, Joy Edwards-Hicks, David E. Sanin, Michal A. Stanczak, Chantal Priesnitz, Lea J. Flachsmann, Jonathan D. Curtis, Gerhard Mittler, Yaarub Musa, Thomas Becker, Joerg M. Buescher, Erika L. Pearce

**Keywords:** Mitochondria, Mitochondria

## Abstract

The behaviour of *Dictyostelium discoideum* depends on nutrients^1^. When sufficient food is present these amoebae exist in a unicellular state, but upon starvation they aggregate into a multicellular organism^2,3^. This biology makes *D. discoideum* an ideal model for investigating how fundamental metabolism commands cell differentiation and function. Here we show that reactive oxygen species—generated as a consequence of nutrient limitation—lead to the sequestration of cysteine in the antioxidant glutathione. This sequestration limits the use of the sulfur atom of cysteine in processes that contribute to mitochondrial metabolism and cellular proliferation, such as protein translation and the activity of enzymes that contain an iron–sulfur cluster. The regulated sequestration of sulfur maintains *D. discoideum* in a nonproliferating state that paves the way for multicellular development. This mechanism of signalling through reactive oxygen species highlights oxygen and sulfur as simple signalling molecules that dictate cell fate in an early eukaryote, with implications for responses to nutrient fluctuations in multicellular eukaryotes.

## Abstract (web summary)

Depriving unicellular *Dictyostelium discoideum* of nutrients generates reactive oxygen species that sequester cysteine within glutathione, which maintains this amoeba in a nonproliferating state that promotes aggregation into a multicellular organism.

## Main

The eukaryote *D. discoideum* bridges the unicellular-to-multicellular transition, which represents a key evolutionary step. Unicellular *D. discoideum* consume bacteria and yeast^1^; upon nutrient restriction this species aggregates into a multicellular organism, differentiating and forming a spore that regerminates in conditions favourable to growth^2^. cAMP^3^ and superoxide^4^ drive this aggregation. Superoxide and other reactive oxygen species (ROS) are common signalling molecules^5^ that influence function by oxidatively modifying proteins and modulating transcription factors^6,7^. However, excess ROS cause oxidative injury, cell death^8^ and pathology^9^. Numerous antioxidants control ROS, including superoxide dismutase, catalase and glutathione (GSH)^10^. GSH—which consists of glycine, glutamate and cysteine—has roles beyond its antioxidant function^11^, and GSH and redox status regulate normal and malignant cell proliferation^12,13^ (although the mechanism has not been fully elucidated). Here we reveal a function of ROS in increasing demand for GSH, and thus prioritizing cysteine for GSH synthesis, during nutrient restriction. This limits the sulfur supply from cysteine and thus shuts down mitochondrial metabolism and proliferation, which prompts multicellular development.

## Starvation alters mitochondrial activity

Total nutrient restriction induces aggregation of unicellular *D. discoideum* into a multicellular organism (Fig. 1a), via stages with distinct morphologies (Fig. 1b). Starved *D. discoideum* remodelled their transcriptome (Fig. 1c), and single-cell RNA-sequencing (RNA-seq) revealed discrete populations from 0.5 h of starvation (Extended Data Fig. 1a–c). 

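Single-cell RNA-seq was carried out on 4 libraries of the axenic strain Ax4, 1 each of cells starved for 0.5 h, cells starved for 10 h and time-matched vegetative cells at 0.5 h and 10 h. In this droplet method, each cell is captured with a bead that carries a cell barcode, and each captured mRNA molecule receives a unique molecular identifier (UMI), so that a count is a number of molecules rather than of reads. The authors deposited the number of UMIs counted on each of 17782 genes in each barcode, without normalization. The methods name Cell Ranger 2.2, whereas the headers of the deposited matrices carry software version 3.0.2. The submitters' label for treatment gives starvation for the vegetative libraries too, but their titles, descriptions and protocol name them as controls, and they were taken as vegetative. The labels and the methods also name different sequencers. The libraries held 107841082 UMIs in vegetative cells at 0.5 h, 71464419 in cells starved for 0.5 h, 73827684 in vegetative cells at 10 h and 23537308 in cells starved for 10 h. Barcodes with at least 200 detected genes were kept as cells, no doublets were removed, and counts were log-normalized before principal component analysis of 2000 variable genes. Where depth matters, each cell was thinned to 600 UMIs, which left out 67 vegetative cells at 0.5 h, 891 vegetative cells at 10 h and 168 cells starved for 10 h. It left out 0 cells starved for 0.5 h, whose library held no barcode under 1135 UMIs. With 1 library per condition there are no replicates, so that no test between conditions was possible, differences between libraries cannot be told apart from differences between conditions, and all intervals are 95% intervals that cover counting error only.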

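To measure how far cells of different libraries lay apart, the share of each cell's 30 nearest neighbours that came from the other library of a pair was taken on 20 principal components, with 3000 cells from each library. Full mixing gives 50%, and a random split of the vegetative library at 0.5 h into equal parts gave 50.0% (48.5 to 51.4%, exact binomial interval over cells). Starved and vegetative cells at 0.5 h shared 4.82% of their neighbours (4.29 to 5.39%). At 10 h, starved and vegetative cells shared 0.546% (0.379 to 0.772%). The pair of vegetative libraries, which have the same treatment but differ in time in culture as well as in preparation, shared 14.9% (14.0 to 15.8%). With a limit to cells with at least 5000 UMIs and under 5% mitochondrially encoded counts, called full-size cells here and chosen after the data were seen, cells could be thinned to 6100 UMIs, and the limit and this depth together gave 1.08% for starved and vegetative cells at 0.5 h and 2.88% for the vegetative pair.

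**Figure D1:**
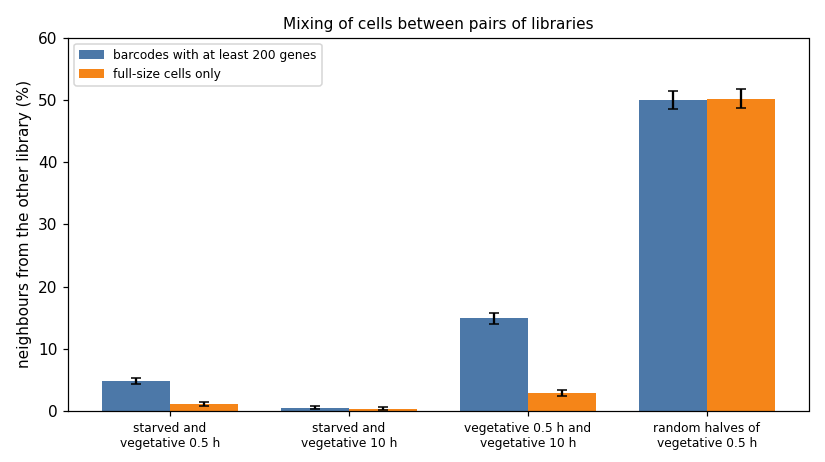
Share of a cell's 30 nearest neighbours that came from the other library (%), for 3 pairs of libraries and for a random split of 1 library into equal parts, with exact binomial 95% intervals over cells. Blue bars are barcodes with at least 200 genes, thinned to 600 UMIs, and orange bars are full-size cells, thinned to 6100 UMIs. The pairs of libraries lie between 0.322% and 14.9%, and the random splits at 50.0% and 50.2%.

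In a joint Leiden clustering of the 4 libraries at resolution 0.8, which gave 25 clusters, 97.7% of cells starved for 0.5 h (97.4 to 98.0%) lay in clusters in which their own library made up over 80% of cells after the libraries were weighted equally. The share was 98.4% (98.0 to 98.8%) for cells starved for 10 h, 86.4% (85.4 to 87.3%) for vegetative cells at 0.5 h and 93.0% (92.3 to 93.6%) for vegetative cells at 10 h. With every cell thinned to 600 UMIs before clustering, the shares were 95.1% and 98.3% for cells starved for 0.5 h and 10 h, and 41.4% and 55.8% for vegetative cells at 0.5 h and 10 h. Cells starved for 0.5 h fell into 7 clusters that each held at least 5% of them. Of these, 5 had a median of 1221 to 2612 UMIs per cell and held 74.0% of the cells. Vegetative cells fell into 4 such clusters at 0.5 h and 6 at 10 h, and cells starved for 10 h into 2. Low medians were found in other libraries too. Of the vegetative clusters at 10 h, 2 had medians of 676 and 684 UMIs and held 43.9% of that library's cells. Of those of cells starved for 10 h, 1 had a median of 911.5 UMIs and held 26.1%. The 4 clusters of vegetative cells at 0.5 h had medians of 22880 to 23987 UMIs. Among full-size cells alone, clustered without thinning, the shares in own-library clusters were 97.2% and 98.9% for cells starved for 0.5 h and 10 h. They were 95.0% and 93.9% for vegetative cells at 0.5 h and 10 h. In that clustering, 5 clusters each held at least 5% of the cells starved for 0.5 h, and there were also 5 such clusters for vegetative cells at 0.5 h and 5 for vegetative cells at 10 h. Those of cells starved for 0.5 h held 33.0% (leading genes by fold pks13, mkkA and cfrB), 31.3% (cupC, cupF and cupI), 14.2% (cupF, cupC and cupI), 13.5% (psiB, mkkA and DDB_G0268828) and 5.25% (DDB_G0277191, cbpF and DDB_G0283645) of them. The fold was taken over all other full-size cells of the 4 libraries, so that these genes need not be what separates clusters of the same library. In the same order, the clusters had median shares of UMIs from ribosomal protein genes of 45.9%, 49.6%, 57.2%, 54.2% and 29.0%. Of the full-size cells starved for 10 h, 98.9% lay in 1 cluster. No library was clustered alone, so that this does not show whether that library held 1 population or more. It also had the fewest full-size cells, 1917, and the lowest median among them, 8477 UMIs. From the single-cell data, the paper states that discrete populations were present from 0.5 h of starvation (Extended Data Fig. 1a–c).

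**Figure D2:**
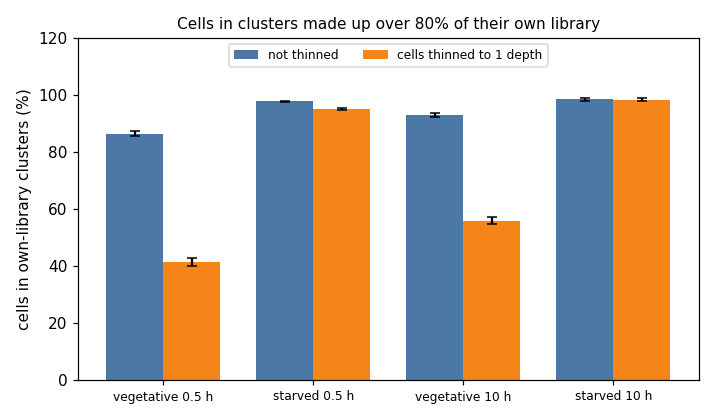
Share of each library's cells (%) that lay in joint clusters made up over 80% of that library, with exact binomial 95% intervals, without thinning (blue) and with cells thinned to 600 UMIs (orange). With thinning, the vegetative libraries lie at 41.4% and 55.8% and the starved libraries at 95.1% and 98.3%. Cells outside such clusters can share a cluster with any other library. The clustering of full-size cells alone is not shown.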

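Summed over cells, the profiles of the vegetative libraries had a Spearman correlation of 0.941 across the 5958 genes with at least 10 CPM, counts scaled to a common library total, in 1 of the libraries, a description only because genes are not independent replicates. The library starved for 0.5 h had a correlation of 0.784 with vegetative cells at 0.5 h, and the library starved for 10 h had one of 0.379 with vegetative cells at 10 h. The genes with the largest changes were chosen by a rule set before the data were examined, among genes with at least 100 CPM that changed in the same direction against both vegetative libraries and by more than these differed. At 0.5 h, cupC (DDB_G0289283) rose from 0.862 CPM (0.696 to 1.06, exact Poisson interval) in vegetative cells to 187 CPM (184 to 190) in starved cells, a log2 ratio of 6.66 with a pseudocount of 1 CPM. It was followed by cupH, cupB, cfrB and cpnC, with log2 ratios down to 5.51. Against the vegetative library at 10 h, the log2 ratio was 6.66 for cupC, 5.69 for cupB and 5.14 for cupH, but 4.72 for cpnC and 3.70 for cfrB, which had 32.2 CPM in that library and 7.79 CPM in vegetative cells at 0.5 h. How reads of similar genes with the family name cup were split in counting is not known. The largest decrease at 0.5 h was that of aifC (DDB_G0285003), from 192 CPM (189 to 194) to 2.76 CPM (2.39 to 3.17), a log2 ratio of -5.68, followed by DDB_G0269410, DDB_G3954136, DDB_G0267850 and utp13, with log2 ratios up to -4.39. Against the vegetative library at 10 h, the decreases were larger for aifC, at -6.19, and smaller for the other genes, at -3.59 for DDB_G0269410, -4.23 for DDB_G3954136, -3.14 for DDB_G0267850 and -2.96 for utp13. At 10 h, tgrB2 (DDB_G0280693) rose from 0.661 CPM (0.487 to 0.876) to 1260 CPM (1245 to 1274), a log2 ratio of 9.57, followed by DDB_G0290133, DDB_G0281169, DDB_G0276545 and D7, with log2 ratios down to 8.71. DDB_G0290133 had 1 UMI in vegetative cells at 10 h but 18.9 CPM in vegetative cells at 0.5 h, so that its log2 ratio was 9.29 against the first library and 4.99 against the other. Without a pseudocount, the counting interval of its log2 ratio against the first ran from 13.01 to 20.79, and that of DDB_G0281169, which had 3 UMIs there, from 12.27 to 16.10. The largest decrease at 10 h was that of pefA (DDB_G0291081), from 1223 CPM (1215 to 1231) to 1.15 CPM (0.756 to 1.67), a log2 ratio of -9.15, followed by DDB_G0270212, DD7-1, 29C and rps12, with log2 ratios up to -7.89. Against the vegetative library at 0.5 h, in which pefA had 2991 CPM, the log2 ratios were -10.44 for pefA, -9.73 for DDB_G0270212, -9.28 for DD7-1, -7.90 for rps12 and -6.52 for 29C. Those of the increases were 9.94 for tgrB2, 9.17 for DDB_G0281169, 9.00 for DDB_G0276545 and 8.78 for D7. A pseudocount of 5 CPM moved cupC and tgrB2 furthest among the alternatives, to log2 ratios of 5.04 and 7.80. At 10 h the median log2 ratio of all 5958 genes was 1.69, and it was 0.93 with ribosomal protein and mitochondrially encoded genes left out of the totals, so that changes at 10 h are relative to such a shift.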

Metabolic pathways—particularly amino acid metabolism—were highly regulated, which implicates metabolic rewiring in the starvation response (Fig. 1d). Our transcriptomic data agreed well with previous RNA-seq data from *D. discoideum* that were induced to develop by cAMP^14,15^, as starved *D. discoideum* increased expression of genes associated with cAMP signalling, and pre-spore and pre-stalk cells (Extended Data Fig. 1d).

**Fig. 1:**
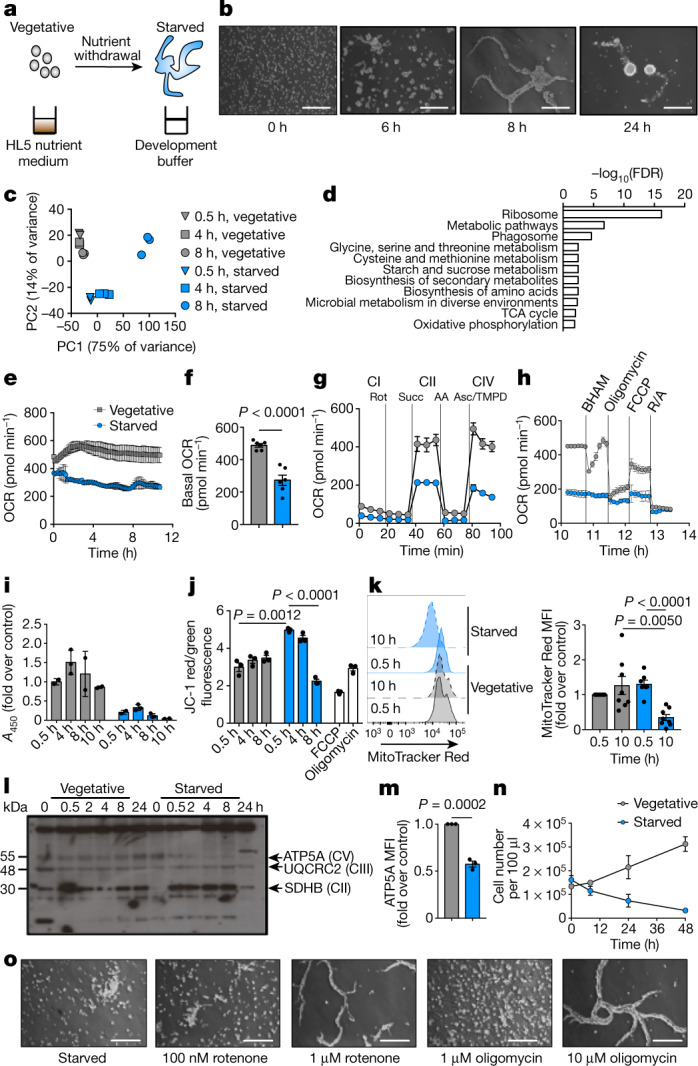
Starving *D. discoideum* decrease their mitochondrial metabolism. **a**, Experimental system for *D. discoideum* starvation. **b**, *Dictyostelium discoideum* aggregation upon starvation (*n* = 40). Scale bars, 50 μm. **c**, Principal component (PC) analysis of RNA-seq of vegetative or starved *D. discoideum* (*n* = 3). **d**, RNA-seq pathway analysis, showing the most significantly regulated pathways in starved versus vegetative *D. discoideum* (*n* = 3). FDR, false-discovery rate. **e**, Seahorse analysis of OCR (*n* = 6). **f**, Basal OCR at 8 h (*n* = 6). **g**, OCR due to individual ETC complex activity in isolated mitochondria with saturating substrates and ADP (4 mM). Glutamate (10 mM) and malate (10 mM) were used as substrates for CI, succinate (succ) (10 mM) was used for CII, and ascorbate (asc) (10 mM) with TMPD (100 μM) was used for CIV (*n* = 3). AA, amino acids; rot, rotenone. **h**, OCR responses to mitochondrial perturbations (*n* = 3). FCCP, carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone; R/A, rotenone and antimycin A. **i**, XTT assay measuring mitochondrial respiration (*n* = 3). *A*_450_, absorbance at 450 nm. **j**, JC-1 staining, indicating Δ*Ψ*_m_ (*n* = 3). **k**, Flow cytometric analysis of MitoTracker Red, which stains actively respiring mitochondria (*n* = 8). MFI, mean fluorescence intensity. **l**, Western blot of OXPHOS complexes (*n* = 4). **m**, Flow cytometric staining of CV subunit ATP5A at 8 h (*n* = 3). **n**, Proliferation of vegetative or starved *D. discoideum* (*n* = 3). **o**, *Dictyostelium discoideum* treated with rotenone or oligomycin from starvation initiation for 8 h (*n* = 3). In **e**, **g**, **h**, data are mean ± s.d. In **f**, **i**, **j**, **k** (right), **m**, **n**, data are mean ± s.e.m. *n* represents independent biological replicates throughout. Statistical significance was calculated using a two-tailed Student’s *t*-test. Source data

Starved *D. discoideum* decreased mitochondrial respiration, reduced their oxygen consumption rate (OCR) and maintained this lower rate, compared to vegetative, nutrient-replete cells (Fig. 1e, f, Extended Data Fig. 2a). The initial decrease in respiration was not due to defective function of electron transport chain (ETC) complexes, as the OCR was similar between mitochondria from vegetative and starved cells when individual complexes were provided with saturating substrates, after up to 4 h of starvation (Extended Data Fig. 2b–e). Prolonged starvation compromised the activities of mitochondrial respiratory chain subunits I, II and IV (CI, CII and CIV, respectively) (Fig. 1g, Extended Data Fig. 2c–e). At advanced starvation, most oxygen consumption was nonmitochondrial: amoebae barely responded to mitochondrial drugs (Fig. 1h) and had a decreased ability to reduce 2,3-*bis*-(2-methoxy-4-nitro-5-sulfophenyl)-2*H*-tetrazolium-5-carboxanilide (XTT) (Fig. 1i), which indicates dampened mitochondrial metabolism. Mitochondrial membrane potential (Δ*Ψ*_m_) rapidly increased initially, and then decreased (Fig. 1j), consistent with lower activity of ETC complexes. MitoTracker Red staining also decreased after 10 h (Fig. 1k). Starving *D. discoideum* specifically decreased ATP synthase (CV) of the oxidative phosphorylation (OXPHOS) machinery, and left CII and CIII unaffected (Fig. 1l, m). Total intracellular ATP declined after 8 h (Extended Data Fig. 2f). These findings may reflect mitochondrial remodelling into a prespore-specific vacuole, which forms the cell wall of the spore^16^.

Supporting a role for autophagy (a well-described starvation response^17^) in starving *D. discoideum*, ribosomal genes decreased after 8 h (Extended Data Fig. 3a) as was previously observed^14^. Driving autophagy using rapamycin accelerated aggregation upon starvation (Extended Data Fig. 3b), and inhibition of autophagy blocked aggregation but not degradation of CV (Extended Data Fig. 3c–e). The activity of the 26S proteasome increased (Extended Data Fig. 3f) and degraded CV, as shown by the fact that MG132 inhibition of proteasomal activity preserved CV (Extended Data Fig. 3g). The cytosolic 26S proteasome has also been shown to degrade the intramitochondrial protein UCP2 in mammalian cells^18^. Proteasome inhibition did not restore OCR to rates in starved cells (Extended Data Fig. 3h), which clarified that CV degradation does not drive decreased respiration but may reinforce dampened mitochondrial activity.

## Decreased respiration drives aggregation

Starvation halts the proliferation of *D. discoideum* (Fig. 1n), which instead undergo multicellular development. We asked whether the extensive mitochondrial inhibition in starved *Dictyostelium* drives aggregation and multicellularity. Inhibiting CI or CV (Fig. 1o) accelerated aggregation, which indicated that decreased mitochondrial metabolism underlies this response. This aggregation is independent of glycolysis, as it was unaffected by the glycolysis inhibitors 2-deoxyglucose or koningic acid (Extended Data Fig. 4a–c).

## Amino acids rescue mitochondrial changes

We investigated which metabolites were important for this starvation response. Certain amino acids cycled in waves with 2-h periods (Fig. 2a), which is quicker than the population doubling time (Fig. 1n). Cysteine did not cycle but was instead consumed throughout early aggregation, and decreased over time (Fig. 2b). Sugars and steroids remained constant, or increased (Fig. 2c). A variety of systems—including yeast^19,20^ and skeletal muscle^21^—exhibit metabolic oscillations, but the specific, rapid, dynamic regulation of amino acids during *D. discoideum* starvation indicated that they have a special role in this process. Provision of an essential amino acid (EAA) mixture completely reversed aggregation induced by starvation (Fig. 2d), whereas non-essential amino acids delayed aggregation (Extended Data Fig. 4d). This was not due to carbon or nitrogen restoration, as neither glucose nor ammonia (alone or in combination) inhibited aggregation (Extended Data Fig. 4e–g). Previous work has similarly shown that amino acid starvation initiates *D. discoideum* development, and that EAAs inhibit aggregation^22^. EAAs antagonized expression of *carA* and *cprB* (Fig. 2e) (which are markers of starvation-induced cAMP signalling and spore formation, respectively^23^) and overcame the proliferative (Fig. 2f) and mitochondrial defects that accompany starvation, leading to increased CV (Fig. 2g), OCR (Fig. 2h) and MitoTracker Red staining (Fig. 2i).

**Fig. 2:**
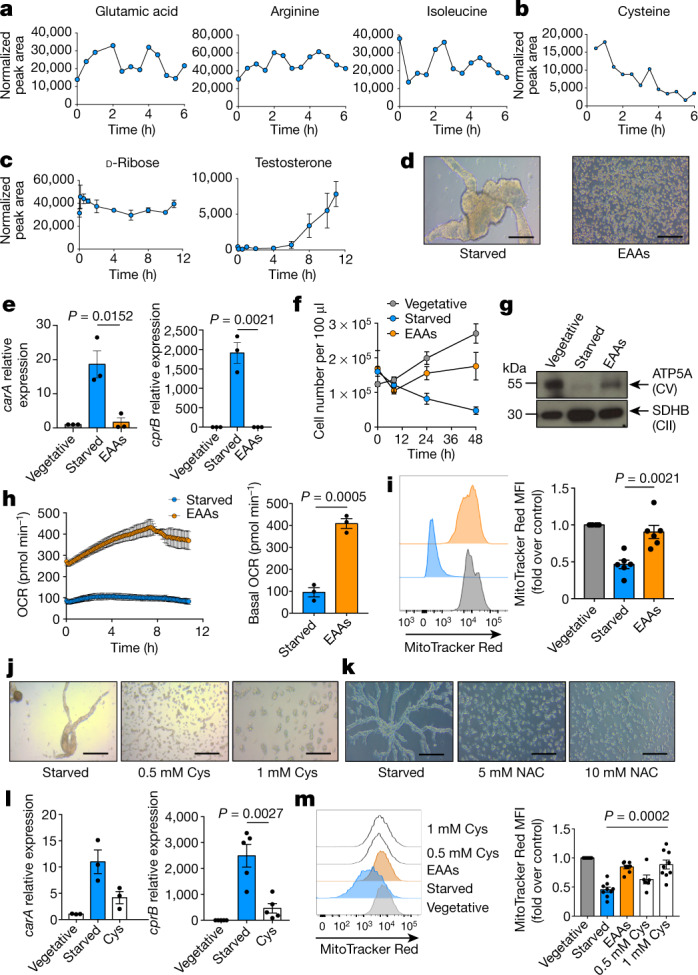
Replacement of amino acids, and of cysteine in particular, rescues aggregation of starving *D. discoideum*. **a**–**c**, Liquid chromatography with mass spectrometry (LC–MS) (**a**, **c**) or gas chromatography with mass spectrometry (GC–MS) (**b**) analysis of starving *D. discoideum* (*n* = 3). **d**, Starving *D. discoideum* cultured with EAAs from starvation initiation (*n* = 20). Scale bars, 50 μm. **e**, mRNA expression of developmental genes *carA* and *cprB* (*n* = 3). **f**, Proliferation of vegetative, starved or EAA-supplemented *D. discoideum* (*n* = 3). **g**, Western blot of OXPHOS complexes (*n* = 3). **h**, OCR in starving *D. discoideum* with or without EAAs (*n* = 3). **i**, MitoTracker Red staining in vegetative, starved or EAA-supplemented *D. discoideum* (*n* = 6). **j**, **k**, Starved *D. discoideum* with l-cysteine (*n* = 16) (**j**) or *N*-acetyl-cysteine (NAC) (*n* = 3) (**k**). **l**, *carA* (*n* = 3) and *cprB* (*n* = 5) mRNA expression. **m**, MitoTracker Red staining of starved *D. discoideum* with l-cysteine (*n* = 9). In **c**, **e**, **f**, **h** (right), **i** (right), **m** (right), data are mean ± s.e.m. In **h** (left), data are mean ± s.d. Statistical significance was calculated using a two-tailed Student’s *t*-test. Source data

## Cysteine opposes aggregation

Although no single amino acid inhibited aggregation completely, only cysteine delayed aggregation (Fig. 2j). *N*-Acetyl-cysteine, a membrane-permeable form of cysteine, completely abrogated aggregation induced by starvation (Fig. 2k), possibly because it was assimilated more quickly than other forms of cysteine. Cysteine blocked starvation-induced expression of *carA* and *cprB* (Fig. 2l), and restored MitoTracker Red staining (Fig. 2m). Starving *D. discoideum* specifically require cysteine. Cystine (two cysteine molecules linked by a disulfide bridge) also antagonized aggregation (Extended Data Fig. 5a). Starved *D. discoideum* took up more of a cystine–fluorescein isothiocyanate (FITC) conjugate than did vegetative cells (Extended Data Fig. 5b). We also cultured cells in cysteine-depleted vegetative medium for 3 h before starvation, to reduce competition for uptake between cystine–FITC and unconjugated cysteine in vegetative medium. Cysteine-depleted and cysteine-replete vegetative cells exhibited similar levels of  cystine–FITC uptake, which indicates that—even after depletion—vegetative cells have no extra cysteine demand. Cysteine-depleted starved cells took up even more cystine–FITC than did starved cells that had not been depleted of cysteine (Extended Data Fig. 5b), which indicates a specific cysteine requirement during starvation. The xCT (also known as Slc7a11) cystine-glutamate transporter mediated at least some of this acquisition, as two xCT inhibitors reduced uptake of cystine–FITC (Extended Data Fig. 5c).

## Amino acids are used for GSH

We traced ^13^C^15^N-labelled EAAs or ^13^C-glucose into starving *D. discoideum* to investigate how EAAs oppose aggregation. Pathways using labelled EAAs (but not glucose) are probably important in this process, as EAAs rescue aggregation whereas glucose does not. Only two pathways—Warburg metabolism and GSH metabolism—were significantly enriched in terms of the number of metabolites that incorporated EAA-derived ^13^C and ^15^N in starved cells (Fig. 3a). Although vegetative cells had more total oxidized glutathione (GSSG) when supplied with ^13^C^15^N-EAAs (Fig. 3b), a greater proportion of GSSG came from labelled EAAs in starved cells (Fig. 3c). Starved cells also incorporated EAA-derived ^13^C and ^15^N into GSSG to a greater extent than did vegetative cells (Fig. 3d). Together, this suggests a critical role for GSH in starvation. GSH and GSSG increased in starved cells that were given unlabelled EAAs, as did the GSH precursors cysteine, glutamate and glycine (Extended Data Fig. 6a), which further demonstrates the use of EAAs in GSH synthesis. Several EAA-derived metabolites that contribute to GSH or cysteine synthesis were differentially labelled in starved versus vegetative cells, indicating altered activity of these pathways (Extended Data Fig. 6b). ^13^C from glucose was not incorporated into GSSG to any great extent in starving or vegetative cells (Extended Data Fig. 6c, d).

**Fig. 3:**
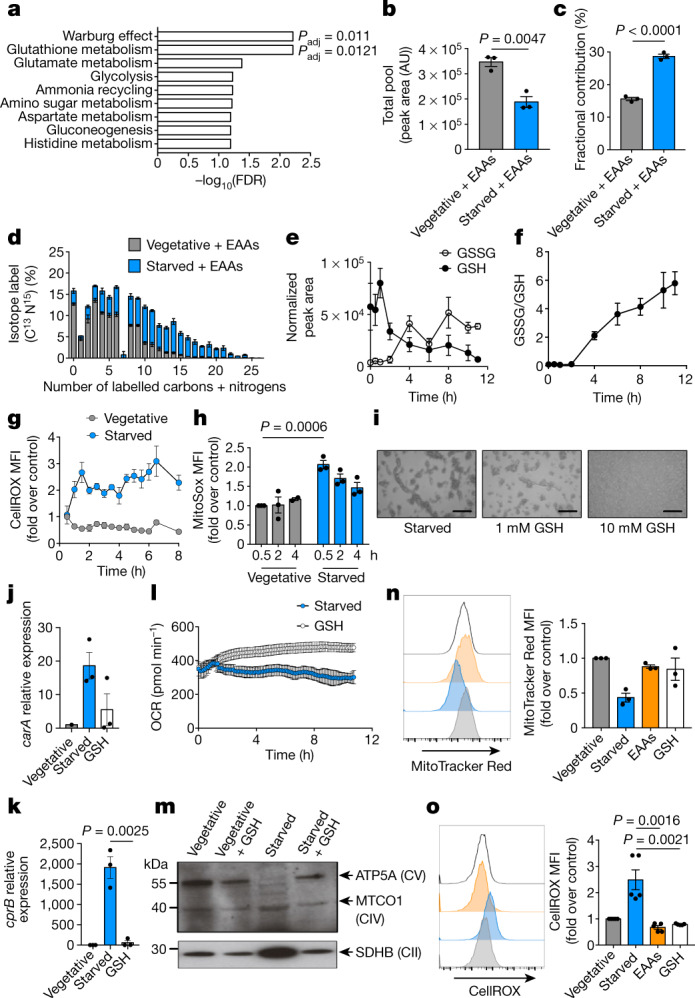
Starving *D. discoideum* use essential amino acids to fulfil increased demand for GSH. **a**, Small Molecule Pathway Database over-representation analysis, using MetaboAnalyst 4.0, of ^13^C^15^N-EAA incorporation in starved *D. discoideum* (*n* = 3). Adjusted *P* value (*P*_adj_) was calculated using a hypergeometric test, followed by the Holm–Bonferroni method. **b**, Total pool size of GSSG in vegetative or starved *D. discoideum* with ^13^C^15^N-EAAs (*n* = 3). AU, arbitrary units. **c**, **d**, Percentage fractional contribution (**c**) or percentage isotope label (**d**) of ^13^C^15^N-EAAs to GSSG (*n* = 3). **e**, **f**, GC–MS analysis of GSSG and GSH during starvation (*n* = 3). **g**, CellROX staining, measuring ROS (*n* = 3). **h**, MitoSox staining, measuring mitochondrial ROS (*n* = 3). **i**, Starving *D. discoideum* with GSH (*n* = 16). **j**, **k**, *carA* (**j**) and *cprB* (**k**) expression in GSH-supplemented cells (*n* = 3). **l**, OCR in starved *D. discoideum* with 10 mM GSH (*n* = 3). **m**, Western blot of OXPHOS complexes in vegetative or starved *D. discoideum* with GSH (10 mM) (*n* = 3). **n**, MitoTracker Red staining of starved *D. discoideum* with EAAs or GSH (10 mM) (*n* = 3). **o**, CellROX staining of cellular ROS in vegetative, starved, EAA-supplemented and GSH-supplemented *D. discoideum* (*n* = 5). In **l**, data are mean ± s.d. In **b**–**h**, **j**, **k**, **n** (right), **o** (right), data are mean ± s.e.m. Statistical significance was calculated using a two-tailed Student’s *t*-test. Source data

## ROS increases GSH demand

Starving *D. discoideum* decreased reduced GSH and raised GSSG (Fig. 3e, Extended Data Fig. 7a, b), which increased total glutathione (Extended Data Fig. 7c). Starvation also increased the GSSG/GSH ratio (Fig. 3f, Extended Data Fig. 7d) and GSH/GSSG oxidation (Extended Data Fig. 7e), which indicates an imbalanced redox state. Supporting previous findings that ROS may be an early pro-aggregation signal^4^, starving *D. discoideum* increased cellular and mitochondrial ROS (mitoROS) (Fig. 3g, h) within 0.5 h. As a consequence, GSH synthesis and oxidation increased, to detoxify ROS.

Given the increased Δ*Ψ*_m_ and mitoROS, we investigated alternative oxidase (AOX) in aggregation induced by starvation. AOX diverts electrons from the CoQ pool, which limits electron transport to CIII and thereby decreases Δ*Ψ*_m_, mitoROS and ATP synthesis. Inhibiting AOX with benzohydroxamic acid (BHAM) blocked aggregation induced by starvation (Extended Data Fig. 8a). This pro-aggregation effect of AOX is unlikely to be due to Δ*Ψ*_m_ modulation, because BHAM did not affect Δ*Ψ*_m_, mitoROS or cellular ROS (Extended Data Fig. 8b–d). Instead, inhibiting AOX may increase electron flux to CIII, which maintains ETC activity and antagonizes aggregation. Indeed, BHAM increased mitochondrial activity in starved *D. discoideum*, as shown by XTT reduction (Extended Data Fig. 8e).

## GSH mimics EAA supplementation

If starving *D. discoideum* use EAAs for GSH production, the addition of GSH should mimic supplementation with EAAs. As with EAAs, GSH reversed starvation-induced aggregation, mitochondrial defects and transcriptomic changes in *Dictyostelium* (Extended Data Fig. 7f). GSH maintained unicellularity (Fig. 3i), abolished developmental gene expression (Fig. 3j, k), and restored OCR (Fig. 3l), CV (Fig. 3m) and MitoTracker Red staining (Fig. 3n). These data indicate that EAA limitation initiates ROS production, which then promotes aggregation. EAAs and GSH both abolish these ROS (Fig. 3o).

## Cysteine is prioritized for GSH

Cysteine can become conditionally essential in nutrient-restricted contexts^24,25^. In a highly oxidative, starved setting, cysteine may be prioritized for GSH synthesis, which limits its use for other processes. Excess cysteine may oppose *D. discoideum* aggregation by restoring cysteine metabolism beyond GSH synthesis. Uniquely among amino acids, cysteine supplies sulfur for FeS-cluster synthesis, vitamin synthesis, molybdenum cofactor synthesis and transfer RNA (tRNA) thiolation^26–28^. Methionine (the other amino acid that contains sulfur) must first be metabolized to cysteine through several steps to contribute sulfur to these processes^29^. Methionine decreased during starvation (Extended Data Fig. 7g), but did not oppose aggregation—perhaps because its *trans*-sulfuration to cysteine is too slow, or because it is prioritized for other pathways^30^.

FeS clusters are critical functional groups in metabolic enzymes^31^, and their chemical versatility may have supported early life^32^. FeS clusters enable electron transfer by ETC proteins^33^, and their disruption causes mitochondrial dysfunction, metabolic reprogramming^31^ and pathology^33^. tRNA thiolation facilitates translation^27^, which drives proliferation, and new proteins incorporate cysteine itself. Thus, limited cysteine and sulfur metabolism has marked functional consequences.

To investigate whether cysteine is funnelled into GSH upon starvation, we examined GSH in starved *D. discoideum* supplemented with cysteine, with and without buthionine sulfoximine (BSO). BSO inhibits γ-glutamyl synthetase (γGCS), which conjugates cysteine to glutamate in the first step of GSH synthesis. BSO decreased GSH (Fig. 4a), confirming inhibition of GSH synthesis. Cysteine increased GSH and total glutathione (Extended Data Fig. 9a, b) after 30 min of starvation; these effects were maintained after up to 8 h of starvation, indicating that starving *D. discoideum* use cysteine for GSH. Cysteine did not greatly affect GSSG content (Extended Data Fig. 9c), but reversed the starvation-induced increase in the GSSG/GSH ratio (Extended Data Fig. 9d), probably because cysteine increased GSH. BSO blocked this ability of cysteine to increase GSH (Fig. 4b), which shows that starving *D. discoideum* direct cysteine into GSH using γGCS. BSO alone inhibited aggregation (Fig. 4c–e), possibly because it preserved endogenous cysteine to support sulfur- and cysteine-dependent processes other than GSH synthesis. BSO and cysteine additively blocked multicellular development, as the combination decreased *carA* expression (Fig. 4d) and delayed aggregation (Fig. 4e) more than did either agent alone. These results suggest that cysteine opposes *D. discoideum* aggregation not by supporting GSH synthesis, but instead by restoring other cysteine-dependent processes in starving cells.

**Fig. 4:**
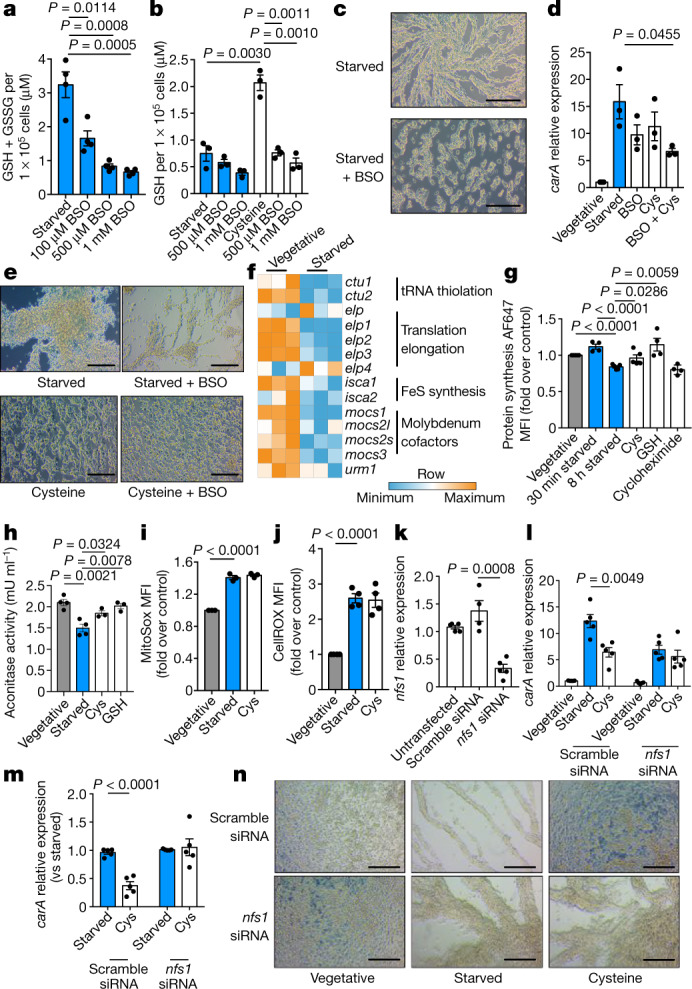
Cysteine delays *D. discoideum* aggregation by restoring sulfur metabolism. **a**, Quantification of GSH and GSSG in starved cells, with or without BSO (*n* = 4). **b**, GSH quantification in starved or cysteine-supplemented cells, with or without BSO (*n* = 3). **c**, Cells starved, with or without BSO (1 mM), for 8 h (*n* = 6). **d**, *carA* expression in starved or cysteine-supplemented cells, with or without BSO (1 mM), at 4 h (*n* = 3). **e**, Starved or cysteine-supplemented cells, with or without BSO, at 8 h (*n* = 6). **f**, RNA-seq of genes for proteins dependent on sulfur from cysteine (*n* = 3). **g**, Protein synthesis in *D. discoideum* after 8-h vegetative, 30-min or 8-h starved, or 8-h cysteine- or GSH-supplemented culture (*n* = 4). As a negative control for protein synthesis, cells were treated with cycloheximide for 1 h. **h**, Mitochondrial aconitase activity in *D. discoideum* after 8-h vegetative, starved or Cys- or GSH-supplemented culture (*n* = 4). **i**, **j**, MitoSOX (*n* = 3) (**i**) and CellROX (*n* = 4) (**j**) staining of vegetative, starved or cysteine-supplemented *D. discoideum*. **k**, *nfs1* expression (*n* = 4). **l**, **m**, *carA* expression, relative to vegetative cells with scramble siRNA (**l**), or to the starved condition for each siRNA (**m**) (*n* = 5). **n**, Vegetative, starved or cysteine-supplemented *D. discoideum* with scramble or *nfs1*-targeting siRNA (*n* = 6). In **a**, **b**, **d**, **g**–**m**, data are mean ± s.e.m. Statistical significance was calculated using a two-tailed Student’s *t*-test. Scale bars, 50 μm (**c**, **e**, **n**). Source data

## Starvation limits sulfur metabolism

We next investigated whether sulfur limitation was the signal that drove multicellular development, and whether cysteine antagonized development by supplying sulfur. We hypothesized that if starving *D. discoideum* pull cysteine into GSH synthesis, other sulfur-dependent processes should consequently decrease. Starved *D. discoideum* decreased their expression of genes involved in cysteine-derived sulfur metabolism, including tRNA thiolation (*ctu1* and *ctu2*), molybdenum cofactor production (*mocs1*, *mocs2l*, *mocs2s* and *mocs3*) and FeS-cluster synthesis (*isca1* and *isca2*) (Fig. 4f). Proteomics analysis revealed that sulfur metabolism was significantly decreased in starving *D. discoideum* (Extended Data Fig. 10a), with sulfate adenylyl transferase (which is involved in sulfur assimilation^23^) being one of the most decreased proteins (Extended Data Fig. 10b, Supplementary Table 1). The only significantly increased pathway was proteasome-related (Extended Data Fig. 10a), consistent with increased proteasome activity upon starvation (Extended Data Fig. 3f) and with previous studies in cAMP-pulsed *D. discoideum*^34^.

We then examined a range of sulfur-dependent processes. Protein synthesis incorporates cysteine into new proteins, proteins of the translation elongator complex are sulfur-dependent^35^ and tRNA thiolation facilitates translation^27^. Starvation caused an initial and transient increase in protein synthesis, possibly to produce proteins for motility, aggregation and the differentiation of stalk and spore cells (Fig. 4g). After 8 h, protein synthesis dropped to levels similar to those observed with the protein synthesis inhibitor cycloheximide. This may result from decreased tRNA thiolation or activity of proteins of the translation elongator complex (which are reduced at the mRNA level (Fig. 4f)), and from a reduced availability of cysteine for protein synthesis. Cysteine and GSH restored translation in 8-h starved cells (Fig. 4g): GSH may further restore translation by providing cysteine, glutamate and glycine, in addition to its antioxidant effects.

Enzymes containing FeS clusters depend on sulfur for their activity. For example, aconitase needs its FeS cluster to metabolize citrate to isocitrate in the tricarboxylic acid (TCA) cycle. *Dictyostelium discoideum* decreased the activity of mitochondrial aconitase after 4 h of starvation (Extended Data Fig. 10c), which was even more pronounced after 8 h (Fig. 4h, Extended Data Fig. 10d). It is the enzyme activity of aconitase that is regulated (at least after 4 h), as absolute levels of the enzyme are unchanged (Extended Data Fig. 10e). Supporting this, although levels of mitochondrial aconitase protein decreased after 8 h, cysteine restored enzyme activity and not expression (Fig. 4h, Extended Data Fig. 10e). GSH also restored the activity of mitochondrial aconitase (Fig. 4h). These data indicate that sulfur restriction may modulate the activity of FeS-cluster-containing enzymes. Iron starvation dissociates FeS clusters from mammalian cytosolic aconitase, decreasing its metabolism of citrate to isocitrate but maintaining its levels to perform its alternative activity of mRNA stabilization^36^. Similarly, sulfur limitation may dissociate FeS clusters from FeS-cluster-containing enzymes to decrease activity. To bolster these findings, we examined ETC CII, another FeS-dependent enzyme. Succinate-driven CII activity decreased after 8 h of starvation, and was rescued by cysteine (Extended Data Fig. 10f–h). Cysteine did not restore CII activity to levels in vegetative cells (Extended Data Fig. 10g), but did significantly increase its activity compared to starved cells (Extended Data Fig. 10h)—probably because sulfur from supplemented cysteine is used to recover several sulfur-dependent processes. For example, cysteine also rescued the glutamate- and malate-fuelled activity of CI, another FeS-dependent enzyme (Extended Data Fig. 10i).

Mitochondrial superoxide can degrade the FeS cluster of mitochondrial aconitase. Cysteine, unlike GSH, did not decrease starvation-induced mitochondrial or cellular ROS (Fig. 4i, j). GSH directly detoxifies ROS, whereas cysteine must first be processed to GSH to mediate such potent antioxidant activity. This suggests that cysteine rescues the activity of mitochondrial aconitase by restoring sulfur. These results reinforce the idea that ROS induce GSH and pull cysteine into GSH synthesis. This limits sulfur metabolism to decrease translation and proliferation, thus promoting multicellularity during starvation. Supplemented GSH opposes this both by directly abolishing the initial ROS signal and preserving endogenous cysteine to maintain sulfur-dependent metabolism, explaining the strong reversal of starvation-induced aggregation by GSH supplementation. Cysteine supplementation antagonizes the multicellular development of *D. discoideum* not by reducing ROS, but instead by feeding in downstream of this signal to restore sulfur and rescuing several sulfur metabolic processes (including translation and sulfur-dependent enzyme activity).

## Sulfur metabolism determines cell fate

If cysteine opposes multicellular development by maintaining sulfur metabolism, limiting sulfur liberation from cysteine should abolish the ability of cysteine to rescue aggregation. Nitrogen fixation 1 (NFS1) cysteine desulfurase^26^ removes sulfur from cysteine for processes that include FeS-cluster synthesis^37^ and tRNA thiolation^38^. *nfs1*-targeting small interfering RNA (siRNA) (Fig. 4k) inhibited the ability of cysteine to antagonize aggregation (Fig. 4l–n). Knockdown of *nfs1* decreased MitoTracker Red staining in starved *D. discoideum* (Extended Data Fig. 10j), consistent with accelerated aggregation in these cells. Starvation-induced *carA* expression was lower in *nfs1*-silenced cells compared to control cells (Fig. 4l), and we suggest that this is because they have already passed the peak of *carA* expression due to accelerated development. Cysteine did not decrease starvation-induced expression of *carA* in cells that lack NFS1 (Fig. 4l, m), and was less effective at antagonizing *cprB* expression (Extended Data Fig. 10k, l). This is reflected in the aggregation process. Starved, *nfs1*-silenced *D. discoideum* accelerated aggregation compared to control cells, and cysteine could not antagonize aggregation in *nfs1*-silenced cells (Fig. 4n). These data indicate that sulfur liberation from cysteine by NFS1 is responsible for cysteine antagonism of *D. discoideum* aggregation.

We present a model in which rapid ROS production by starving *D. discoideum* increases demand for the antioxidant GSH. These ROS, which increase during nutrient restriction^39–41^, prioritize cysteine for GSH synthesis, which limits the use of the sulfur from cysteine for other metabolic processes. Such sulfur restriction decreases mitochondrial metabolism and protein synthesis, inhibiting proliferation and promoting aggregation and multicellular development during starvation. Thus, we reveal a mechanism by which a sulfur-dependent metabolic switch dictates cell function. Numerous cell types (notably immune cells and cancer cells) rewire their metabolism to alter function^42^ and sulfur use may be important in these settings, particularly in proliferative cells or in immune cells entering nutrient-restrictive environments.

Some cancer cells preserve sulfur metabolism, with NFS1 being highly expressed in lung adenocarcinoma to maintain FeS clusters to promote cell survival^43^. Cysteine-restricted tumour cells increase methionine *trans*-sulfuration to cysteine to support growth^44^, and starving cancer cells of cysteine or cystine enhances checkpoint-blockade efficacy and antitumour immunity^45^. Although ROS have numerous roles and increase during starvation^39^, research currently focuses on oxidative modifications and redox balance, whereas here we show an entirely different ROS signalling mechanism. MitoROS control haematopoietic stem cell differentiation and proliferation^46^, and are essential for keratinocyte differentiation^47^, and GSH/GSSG status acts as a switch between differentiation and proliferation^48^; however, sulfur metabolism has not been examined in this context. Investigating how metabolic processes influence cell function in early life forms may provide new insights into more complex nutrient utilization pathways in mammalian cells. Our work reveals a ROS signalling mechanism that controls a sulfur-dependent metabolic switch to dictate cell fate and multicellular development.

## Methods

No statistical methods were used to predetermine sample size. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment.

### *Dictyostelium* culture

*Dictyostelium discoideum* strain Ax4 was purchased from the Dictybase stock centre. Vegetatively growing cells were axenically maintained in shaking culture in HL5 nutrient medium (14.3 g l^−1^ bacto peptone, 7.15 g l^−1^ yeast extract, 18 g l^−1^ maltose monohydrate, 0.641 g l^−1^ Na_2_HPO_4_, 0.49 g l^−1^ KH_2_PO_4_, supplemented with biotin, cyanocobalamin, folic acid, lipoic acid, riboflavin and thiamine-HCl). Starvation and consequent aggregation were induced by washing *D. discoideum* four times in development buffer (5 mM Na_2_HPO_4_, 5 mM KH_2_PO_4_, 1 mM CaCl_2_, 2 mM MgCl_2_ in autoclaved H_2_O) and plating at a density of 2 × 10^6^ cells per ml in development buffer on tissue-culture-treated plates, without shaking. As a control, vegetatively growing cells were plated at a density of 2 × 10^6^ cells per ml in HL5, or LoFlo for flow cytometric experiments, on tissue-culture-treated plates, without shaking.

### Drug and metabolite treatments

All drugs and supplemented metabolites were added at initiation of starvation, unless otherwise stated. BHAM (150 μM–1.5 mM), oligomycin (10 μM), FCCP (100 nM–5 μM), rotenone (100 nM–1 μM), succinate (10 mM), ascorbate (10 mM), TMPD (100 μM), glutamate (10 mM), malate (10 mM), antimycin A (10 μM), ADP (4 mM), l-cysteine (100 μM–2 mM), cystine, (0.05–1 mM) *N*-acetyl cysteine (0.5–10 mM), reduced GSH (1–20 mM), 2-deoxyglucose (1–10 mM), koningic acid (10–20 μM), glucose (1–20 mM), NH_3_ (1–5 mM), NH_4_Cl (1–10 mM), 3-methyladenine (1–10 mM), MG132 (10 μM), l-buthionine sulfoximine (100 μM–1 mM) and erastin (100 μM) were all from Sigma. Bafilomycin (10–100 nM) was from Cell Signaling. Rapamycin (20–500 nM) was from LC Laboratories. Sulfasalazine (1 mM) was from Tocris Bioscience. MitoParaquat (1–10 μM) was from Abcam. We diluted 10× essential amino acids from 50× MEM amino acids solution (ThermoFisher), for final concentrations of 6 mM l-arginine hydrochloride, 1 mM l-cystine, 2 mM l-histidine hydrochloride-H_2_O, 4 mM l-isoleucine, 4 mM l-leucine, 4 mM l-lysine hydrochloride, 1 mM l-methionine, 2 mM l-phenylalanine, 4 mM l-tryptophan, 2 mM l-tyrosine and 4 mM l-valine.

### Proliferation by cell counting

Two hundred thousand cells per condition were plated in 100 μl HL5 or development buffer in a 96-well tissue-culture-treated plate. At the time of counting, cells and medium were collected and diluted 1:3 with PBS. Ten μl of 123count eBeads counting beads (Thermo Scientific) of known concentration were added to each sample. Three thousand beads were counted per sample, and cell number was calculated according to the manufacturer’s instructions.

### RNA-seq

Total RNA was isolated using the RNEasy kit (Qiagen) and quantified using a Qubit 2.0 (ThermoFisher). Libraries were prepared using the TruSeq stranded mRNA kit (Illumina) and sequenced in a HISeq 3000 (Illumina) by the Deep-sequencing Facility at the Max Planck Institute for Immunobiology and Epigenetics. Sequenced libraries were processed with deepTools^49^, using STAR^50^, for trimming and mapping, and featureCounts^51^ to quantify mapped reads. Reads were mapped to the dicty 2.7 genome assembly. Raw mapped reads were processed in R (Lucent Technologies) with DESeq2^52^ to generate normalized read counts to visualize as heat maps using Morpheus (Broad Institute) and determine differentially expressed genes with greater than 2 fold change and lower than 0.1 adjusted *P* value, which were analysed for pathway enrichment using STRING.

### Single-cell RNA-seq

Single-cell RNA-seq was performed using a 10X Genomics Chromium Controller. Single cells were processed with GemCode Single Cell Platform using GemCode Gel Beads, Chip and Library Kits (v.2) following the manufacturer’s protocol. 

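The matrices held 27799 barcodes, of which 4768 came from vegetative cells at 0.5 h, 11132 from cells starved for 0.5 h, 8624 from vegetative cells at 10 h and 3275 from cells starved for 10 h. At least 200 genes were detected in 25655 of them. The median UMI count per barcode was 21282.5 in vegetative cells at 0.5 h, 2001.5 in cells starved for 0.5 h, 962 in vegetative cells at 10 h and 5833 in cells starved for 10 h. Barcodes under 1500 UMIs made up 5.39% (4.77 to 6.07%, exact binomial interval) of the vegetative library at 0.5 h, 40.1% (39.2 to 41.0%) of the library starved for 0.5 h, 55.6% (54.5 to 56.6%) of the vegetative library at 10 h and 21.6% (20.2 to 23.0%) of the library starved for 10 h. The lowest count of a barcode was 1135 UMIs in the library starved for 0.5 h and 500 to 502 in the others. These shares thus cover unlike ranges of UMIs. Barcodes with at least 5000 UMIs and under 5% mitochondrially encoded counts numbered 4264, 2684, 3033 and 1917 in the same order.

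**Figure D3:**
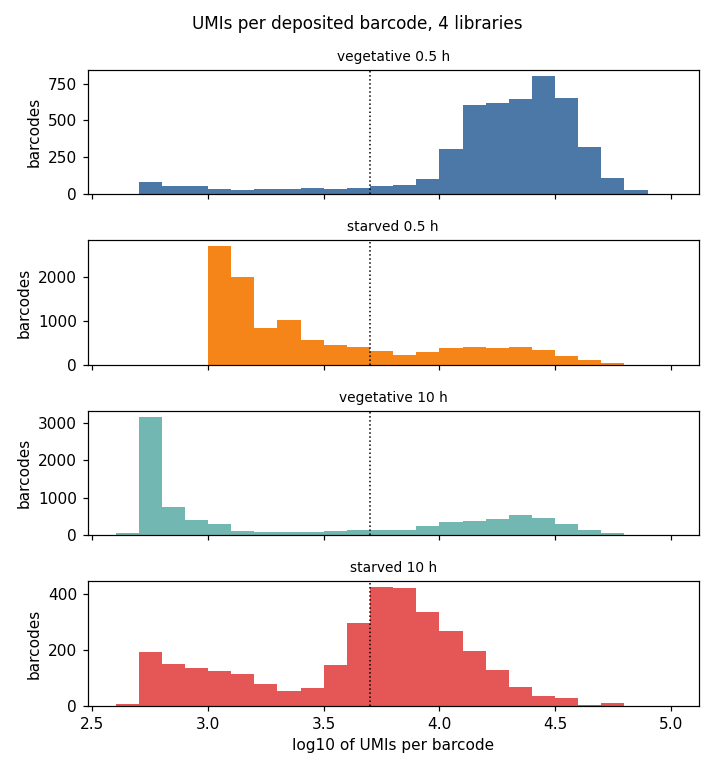
Number of barcodes (vertical axis) by the log10 of their UMI count (horizontal axis) in each of the 4 libraries, before any filter, with a vertical scale of its own for each library. The dotted line stands at 5000 UMIs. The libraries of cells starved for 0.5 h and of vegetative cells at 10 h have most of their barcodes to the left of the line.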

An estimated 28,000 cells were sequenced from an initial 7,000 cells added. Libraries were sequenced on HiSeq 3000 (Illumina). Samples were demultiplexed and aligned using Cell Ranger 2.2 (10X genomics) to genome build release 2-12, then processed and analysed in R using Seurat v.3 and uniform manifold approximation and projection (UMAP) as a dimensionality reduction approach.

### Seahorse analysis

Two hundred thousand cells per well were plated on a Seahorse XFp 8-well plate in 40 μl HL5 or development buffer and allowed to adhere. Then, 110 μl of the appropriate medium was added to the wells for a final volume of 150 μl. OCR was measured using the Seahorse XFp (Seahorse Bioscience) maintained at 22 °C. The AOX inhibitor BHAM (1.5 mM), CV inhibitor oligomycin (10 μM), mitochondrial membrane ionophore FCCP (5 μM), CI inhibitor rotenone (1 μM) and CIII inhibitor antimycin A were injected as indicated.

### SDR measurement of oxygen tension

*Dictyostelium discoideum* were plated on a 24-well OxoDish OD24 at a density of 2 × 10^6^ cells per ml in either HL5 or development buffer, and oxygen tension in the cell culture medium was measured using the SDR SensorDish Reader (PreSens).

### XTT assay

*Dictyostelium discoideum* were plated at a density of 2 × 10^6^ cells per ml in HL5 and were allowed to adhere for 1 h. The medium was then carefully removed and replaced with development buffer or fresh HL5. At the end of the time course, samples were analysed using the CyQUANT XTT Cell Viability Assay (ThermoFisher) according to the manufacturer’s instructions. Superoxide dismutase (Sigma) was included with each condition to remove superoxide as a confounding factor.

### ATP assay

*Dictyostelium discoideum* were plated at a density of 2 × 10^6^ cells per ml in HL5 and were allowed to adhere for 1 h. The medium was then carefully removed and replaced with development buffer or fresh HL5. At the end of the time course, samples were analysed using the ATP determination kit (Thermo Scientific) according to the manufacturer’s instructions.

### Flow cytometry

*Dictyostelium discoideum* were cultured in shaking culture in low fluorescence axenic LoFlo medium (ForMedium) overnight before the experiment, and were then treated as desired, using LoFlo medium in place of HL5 medium. Two hundred thousand cells per condition were plated in 100 μl LoFlo medium in a 96-well tissue culture-treated plate, and allowed to adhere for 1 h, ensuring consistent adherence between samples. The culture medium was then carefully removed and changed to the medium of interest (development buffer alone or supplemented with indicated nutrients or drugs), or replaced with fresh LoFlo medium, and cells were incubated for the indicated times. Thus, starved cells always had counterpart control cells that had been cultured in a full complement of nutrients for the same time, and these whole populations could be accurately compared. Then, 30 min before the end of the treatment, cells were collected, disaggregated and stained in PBS for 30 min. This was done to diminish any residual autofluorescence in LoFlo medium, to stop any binding of peptone or yeast extract proteins binding to cell stains, and to ensure that differences in flow cytometric results were not due to staining in different base media of different fluorescence. Cells were washed using 1× Perm/Wash Buffer (BD Biosciences) and resuspended in PBS. If a fixation step was needed, cells were fixed for 20 min at 4 °C in Fixation/Permeabilization solution (BD Biosciences), washed using 1× Perm/Wash Buffer and resuspended in PBS. Cells were collected using the Fortessa or LSR II flow cytometers (BD Biosciences), with the software FACSDiva (BD Biosciences). An example gating strategy for identifying live, single vegetative or starved *D. discoideum* cells is shown in Supplementary Fig. 2. Analysis was performed using FlowJo software (TreeStar). Dyes used were MitoTracker Red, Live/Dead Aqua, Live/Dead Blue, Live/Dead Near-IR, MitoSOX and CellROX (all from ThermoFisher Scientific), anti-ATP5A–FITC (abcam), JC-1 (Thermo scientific) and BioTracker Cystine–FITC Live Cell Dye (Merck).

### Western blotting

Two million cells per condition were plated in 1 ml HL5 of the appropriate medium, with or without indicated drugs or nutrients, in a 12-well tissue-culture-treated plate. At the end of the stimulation, supernatant was removed and cells were directly lysed in 1× cell lysis buffer (Cell Signaling) containing 1 mM PMSF. Protein was quantified using a BSA assay. Then, 1× loading dye and 1 mM DTT were added to samples, which were then heated at 95 °C for 5 min. Samples were run on pre-cast 4% to 12% bis-tris protein gels (Life Technologies). Proteins were transferred to nitrocellulose membranes using the iBLOT 2 system (Life Technologies), and blocked with 5% w/v milk and 0.1% v/v Tween-20 in Tris-buffered saline (TBS-T) for 1 h at room temperature. Membranes were incubated with primary antibodies in 5% w/v BSA in TBS-T overnight at 4 °C, washed 3 times with TBS-T, and incubated with the appropriate horseradish-peroxidase-conjugated secondary antibody (Pierce; dilution 1:10,000) in 5% w/v BSA in TBS-T for 1 h at room temperature. After 3 further washes with TBS-T, membranes were incubated for 5 min with SuperSignal West Pico or Femto Chemiluminescent Substrate (Pierce). Bands were visualized on Biomax MR film (Kodak) using a developer. OXPHOS complexes were probed with the Total OXPHOS Rodent WB Antibody Cocktail (Abcam; dilution 1:1,000). The 12G10 anti-α-tubulin-s antibody for *D. discoideum* (dilution 1:1,000) was from the Developmental Studies Hybridoma Bank (DSHB) at the University of Iowa. The mitochondrial aconitase (aconitase 2) antibody was from Abcam (dilution 1:1,000).

### Metabolomic profiling

#### Discovery metabolomics by GC–MS

Discovery metabolomics by GC–MS was carried out using an Agilent 7890 gas chromatograph in-line with an Agilent 5977 single quadrupole mass spectrometer. Dry samples were derivatized with *N*-methyl-*N*-(trimethylsilyl)-trifluoroacetamide. Gas chromatography separation was on a HP-DB5 column (30 mm × 0.25 mm) with a temperature gradient from 80 °C to 320 °C. The mass spectrometer was operated in full scan mode with a mass range of 50 to 500 *m*/*z*. Data processing was performed using an R script developed in-house. Features were annotated by matching of retention times to standard compounds and matching of fragmentation spectra to the Human Metabolomics Database (HMDB).

#### Metabolite quantification by LC–MS

Cells were centrifuged for 2 min at 500*g* at 4 °C. The pellet was washed with ice-cold PBS and centrifuged for 2 min at 500*g* at 4 °C. The supernatant was discarded. Samples were extracted in 750 μl 50:30:20 v/v/v methanol/acetonitrile/water, and samples were centrifuged for 10 min at maximum speed at 4 °C. The supernatant was stored at −80 °C. Targeted metabolite quantification by LC–MS was carried out using an Agilent 1290 Infinity II UHPLC in-line with an Agilent 6495 QQQ-MS operating in multiple reaction monitoring (MRM) mode. MRM settings were optimized separately for all compounds using pure standards. Liquid chromatography separation was on a Phenomenex Luna propylamine column (50 × 2 mm, 3-μm particles) using a solvent gradient of 100% buffer B (5 mM ammonium carbonate in 90% acetonitrile) to 90% buffer A (10 mM NH_4_ in water). Flow rate was from 1,000 to 750 μl min^−1^. Autosampler temperature was 5 °C and injection volume was 2 μl. Data processing was performed by an R script developed in-house.

#### Metabolite tracing analysis

Five million vegetative or starved cells were cultured in the presence or absence of ^13^C^15^N-essential amino acids, unlabelled amino acids, ^13^C-glucose or unlabelled glucose for 6 h. Samples were extracted in 750 μl 50:30:20 v/v/v methanol/acetonitrile/water, as for metabolite quantification. Label tracing by LC–MS was carried out using an Agilent 1290 Infinity II UHPLC in-line with a Bruker impact II QTOF-MS operating in negative ion mode. Scan range was from 20 to 1,000 Da. Mass calibration was performed at the beginning of each run. Liquid chromatography separation was performed as for targeted metabolite quantification. X13CMS software^53^ was used to compare incorporation of stable heavy-isotope-labelled nitrogen or carbon derived from ^15^N, ^13^C amino acids or ^13^C glucose into polar metabolites between starved and non-starved cells. Metabolites with significantly different (*P* < 0.05) total pool sizes or per cent isotope incorporation from either ^13^C or ^15^N were identified by accurate mass using the HMDB. For pathway analysis, metabolites assigned a Kyoto Encyclopedia of Genes and Genomes (KEGG) identifier in the HMDB were searched using the KEGG Mapper-Search Pathway tool. Metabolites of interest from the top 2 most significantly changed pathways were further analysed by targeted analysis, in which metabolites were quantified using AssayR^54^ and identified by matching accurate mass and retention time to standards.

### Quantitative PCR analysis

Total RNA was extracted using the RNeasy mini kit (Qiagen) and quantified using a Qubit 2.0. cDNA was prepared using 20–100 ng μl^−1^ total RNA by a reverse-transcription PCR (RT–PCR) using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems), according to the manufacturer’s instructions. Quantitative PCR was performed on cDNA using SYBR Green probes, on an Applied Biosystems 7000 sequence detection system, using iTaq Universal SYBR Green Supermix (Bio-Rad). Fold changes in expression were calculated by the ΔΔ*C*_t_ method, using *ig7* as an endogenous control for mRNA expression. Fold changes are expressed normalized to vegetatively growing cells at 0 h cultivation.

### Proteomics

#### Sample preparation

Protein sample preparation was carried out using 10 × 10^6^ cells using an iST 8X kit (PreOmics), according to the manufacturer’s recommendation. All samples used for data-dependent acquisition (DDA) and data-independent acquisition (DIA) analyses were spiked with index retention time (iRT) kit peptides (Biognosys), according to the manufacturer’s instructions.

#### Construction of DIA spectral library

Spectral libraries were generated by Spectronaut version 10.0 using MaxQuant results as an input^55^. Fifteen shotgun (DDA) runs (using 2 or 3 biological replicates from each biological conditions) were acquired using a Q Exactive Plus instrument, and data were searched using MaxQuant (version 1.6.1.0). The spectral library was constructed using an FDR cut-off of 1% and a minimum and maximum of 3 and 6 fragment ions, respectively, and protein grouping was performed according to MaxQuant search results.

#### Mass spectrometric acquisition

The general nanoLC–MS setup was similar to that previously described^55^, with minor modifications. A Q Exactive Plus mass spectrometer (ThermoFisher) and an Easy nanoLC-1200 (ThermoFisher) were used for both DDA and DIA experiments. For the chromatographic separation of peptides, 4 μg peptide digest was analysed at 50 °C (controlled by Sonation column oven) on a 50-cm in-house packed fused-silica emitter microcolumn (75 μm inner diameter × 360 μm outer diameter SilicaTip PicoTip; New Objective) packed with 1.9-μm reverse-phase ReproSilPur C18-AQ beads (Dr. Maisch). Peptides were separated by a 4-h linear gradient of 5–80% (80% acetonitrile, 0.1% formic acid) at a constant flow rate of 300 nl min^−1^. For top 12 DDA acquisition, the ‘fast’ method from a previous publication^56^, was adopted, and DIA acquisition included a single MS1 survey scan at 35,000 resolution followed by 21 DIA windows^55^ (Supplementary Table 2).

#### Data analysis

DDA mass spectrometry raw files were analysed by MaxQuant software (version 1.6.1.0), and peak lists were searched against the *D. discoideum* UniProt FASTA database (version June 2018) concatenated with an in-house contaminant protein database by the Andromeda search engine embedded in MaxQuant^57,58^. The MS2-based label-free quantification was carried out by analysing DIA raw data using Biognosys Spectronaut (version 10.0) software using default parameters as previously described^55^, with minor modifications. In brief, the decoy method was set to ‘mutated’, data extraction and extraction window were set to ‘dynamic’ with correction factor 1, identification was set to ‘normal-distribution p-value estimator’ with *q*-value cut-off of 0.1, and the profiling strategy was set to ‘iRT profiling’ with *q*-value cut-off of 0.01. Ultimately, protein quantity was set to ‘Average precursor quantity’ and smallest quantitative unit was set to ‘Precursor ion’ (summed fragment ions). For statistical testing and identification of deregulated proteins in all approaches, a two-sample Student’s *t*-test was used to identify differentially expressed proteins filtered to 1% FDR.

### Assay for activity of mitochondrial aconitase

Twenty million cells per condition were plated in 10 ml HL5, development buffer, development buffer + cysteine or development buffer + GSH, in a 10-cm tissue-culture-treated dish. The supernatant was removed and cells were collected in ice-cold PBS, and homogenized in 150 μl assay buffer. Samples were centrifuged at 20,000*g* for 15 min at 4 °C, and the pellet was dissolved in 50 μl and sonicated for 20 s. The supernatant was collected, and mitochondrial aconitase activity was assayed using the BioVision aconitase activity colorimetric assay kit (BioVision), according to the manufacturer’s instructions.

### Protein synthesis assay

*Dictyostelium discoideum* were cultured in shaking culture in low fluorescence axenic LoFlo medium (ForMedium) overnight before the experiment. Two hundred thousand cells per condition were plated in 100 μl LoFlo medium in a 96-well tissue-culture-treated plate, and allowed to adhere for 1 h. The culture medium was then carefully removed and changed to the medium of interest (development buffer alone or supplemented with indicated nutrients or drugs), or replaced with fresh LoFlo medium, and cells were incubated for the indicated times. Protein synthesis was assayed using the Click-iT Plus OPP Alexa Fluor 647 protein synthesis assay kit (Molecular Probes), according to the manufacturer’s instructions. In brief, 30 min before the end of the treatment, cells were collected, disaggregated and cultured with 20 μM Click-iT OPP and Live/Dead Blue in PBS for 30 min. Cells were washed using 1× Perm/Wash Buffer (BD Biosciences) and fixed for 20 min at 4 °C in Fixation/Permeabilization solution (BD Biosciences). Cells washed using 1× Perm/Wash Buffer and incubated with 100 μl of the Click-iT Plus OPP reaction cocktail, prepared according to the manufacturer’s instructions, for 30 min. Cells were rinsed with Click-iT Reaction Rinse Buffer, and were collected using the Fortessa flow cytometer (BD Biosciences). Analysis was performed using FlowJo software (TreeStar).

### siRNA knockdown

In brief, 1 μl DharmaFect-1 (GE Healthcare) per well of a 24-well plate was mixed with 49 μl development buffer, and incubated for 5 min at room temperature. In a separate tube, 1 μl (100 nmol) *nfs1*-targeting or scrambled siRNA was made to a total volume of 50 μl with developing buffer and incubated for 5 min at room temperature. Tubes containing DharmaFect-1 and siRNA mixes were mixed and incubated for 20 min at room temperature. Then, 100 μl of this mixture was added to each well of a 24-well plate. One million vegetatively growing *D. discoideum* per well were resuspended in 400 μl of antibiotic-free HL5 medium and added to the 100 μl transfection mixture already in the well of the 24-well plate, for a total volume per well of 500 μl. Cells were incubated overnight before medium was changed to antibiotic-free HL5, development buffer or development buffer supplemented with cysteine, and further analysis was performed. For cells that were to be analysed by flow cytometry, LoFlo medium was used in place of HL5 at all steps.

### Mitochondrial isolation

Mitochondria were isolation according to a previously described protocol^59^. One hundred million cells per condition were plated in 50 ml of the appropriate medium in two 15-cm tissue-culture-treated plates (25 ml per plate). *Dictyostelium* were washed from the plate using HL5, development buffer or development buffer + cysteine, and centrifuged at 600*g* for 5 min at 4 °C. The supernatant was discarded, and cell pellets were resuspended in cold PBS before a further centrifugation at 600*g* for 5 min at 4 °C. The supernatant was discarded and the cell pellet was suspended in 2 ml ice-cold IB_cells_-1 (225 mM mannitol, 75 mM sucrose, 0.1 mM EGTA, 30 mM Tris-HCl pH 7.4, adjusted to pH 6.5). Cells were homogenized at 2,000 rpm using a Teflon pestle and pre-cooled glassware. One hundred strokes were sufficient to disrupt the majority of the cells. The homogenate was centrifuged at 600*g* for 5 min at 4 °C. The supernatant was centrifuged again at 600*g* for 5 min at 4 °C, and the pellet, containing unbroken cells and nuclei, was discarded. The supernatant was collected and centrifuged at 7,000*g* for 10 min at 4 °C. The supernatant from this step, containing lysosomes and microsomes, was discarded and the pellet was resuspended in 1 ml ice-cold IB_cells_-2 (225 mM mannitol, 75 mM sucrose, 30 mM Tris-HCl pH 7.4, adjusted to pH 6.5). This mitochondrial suspension was centrifuged at 7,000*g* for 10 min at 4 °C. The supernatant was discarded and the mitochondrial pellet was resuspended in 1 ml ice-cold IB_cells_-2 and centrifuged at 10,000*g* for 10 min at 4 °C. Mitochondrial protein concentration was determined by Qubit and mitochondria were resuspended in mitochondrial resuspension buffer (250 mM mannitol, 5 mM HEPES pH 7.4, 0.5 mM EGTA, adjusted to pH 6.5) at a concentration of 10 μg ml^−1^.

### Seahorse analysis of isolated mitochondria

Forty μg of mitochondria were loaded per well of a Seahorse XFp plate in 40 μl of mitochondrial assay buffer (MAS: 220 mM d-mannitol, 70 mM sucrose, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 0.2% w/v fatty acid-free BSA, pH 7.2)^60^ containing 10 mM malate, 10 mM glutamate, 4 mM ADP and 1,500 μM BHAM. The plate was centrifuged at 2,000*g* for 20 min at 4 °C. Then, 110 μl MAS containing malate, glutamate, ADP and BHAM was added to each well. Rotenone, succinate (10 mm), antimycin A or a combination of ascorbate (10 mM) and TMPD (100 μM) were injected as indicated.

### GSH and GSSG quantification

GSH and total glutathione were quantified using the GSH-Glo glutathione assay (Promega), according to the manufacturer’s instructions. Two hundred thousand cells per condition were plated in 100 μl HL5 medium in a 96-well tissue-culture-treated plate, and allowed to adhere for 1 h. The culture medium was then carefully removed and changed to the medium of interest (development buffer alone or supplemented with indicated nutrients or drugs), or replaced with fresh HL5 medium, and cells were incubated for the indicated times To detect GSH, the culture medium was removed, 50 μl of 1× GSH-Glo reagent was added to each well, and the plate was incubated at room temperature for 30 min. To detect total glutathione, the reducing agent TCEP was added to 1× GSH-Glo reagent at a concentration of 1 mM, to reduce GSSG to GSH. Fifty μl of reconstituted luciferin detection reagent was added to each well, and the plate was incubated in the dark for 15 min. Ninety μl of each sample was transferred to a white, opaque luminometer plate and luminescence was measured using a TriStar plate reader (Berthold Technologies). GSH and total glutathione concentrations were calculated from a GSH standard curve, and GSSG levels were calculated by subtracting GSH from total glutathione. The redox potential (*E*_h_) of the GSSG–GSH couple was calculated according to the Nernst equation.

### Statistical analysis

Statistical analysis was performed using Prism 7 software (GraphPad). Results are mean ± s.e.m. unless indicated otherwise; *n* represents independent biological replicates. Comparisons for two groups were calculated using unpaired two-tailed Student’s *t*-tests. MetaboAnalyst 4.0 was used for Small Molecule Pathway Database over-representation analysis of the incorporation of ^13^C^15^N-EEAs in starved *D. discoideum* (Fig. 3a). Statistical significance was calculated using a hypergeometric test, followed by the Holm–Bonferroni method to calculate adjusted *P* values. Exact *P* values are indicated in the figures. For proteomics pathway analysis, proteins that were altered with a *Q* value significance of <0.01 were subject to KEGG pathway analysis using STRING.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-021-03270-3.

## Supplementary information

Supplementary Information This file contains Supplementary Figs 1-2 and Supplementary Table 2.

Reporting Summary

Supplementary Table 1 Proteomics analysis of Starved Dictyostelium.

## Data Availability

All data that support the findings of this study are available within the Article and its Supplementary Information. Full scans of blots are provided in Supplementary Fig. 1. RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) as the superseries GSE164011. This superseries contains RNA-seq datasets with accession number GSE164009, and a single-cell RNA-seq dataset with accession number GSE164010. The *Dictyostelium discoideum* genome assembly 2.7 (dicty_2.7, https://www.ncbi.nlm.nih.gov/assembly/GCF_000004695.1/) was used for RNA-seq analysis. The Human Metabolome Database (HMDB version 4.0, https://hmdb.ca/) was used for analysis of metabolite tracing data. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^61^ partner repository, with the dataset identifier PXD023404. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Source Data Fig. 2 Source Data Fig. 3 Source Data Fig. 4 Source Data Extended Data Fig. 2 Source Data Extended Data Fig. 3 Source Data Extended Data Fig. 5 Source Data Extended Data Fig. 6 Source Data Extended Data Fig. 7 Source Data Extended Data Fig. 8 Source Data Extended Data Fig. 9 Source Data Extended Data Fig. 10

# Supplementary material for: Sulfur sequestration promotes multicellularity during nutrient limitation
**Source:** Nature. 2021 Feb 24;591(7850):471–6. doi: 10.1038/s41586-021-03270-3
**Supplement:** Supplementary file 1 — This file contains Supplementary Figs 1-2 and Supplementary Table 2.

---

**Supplementary information**

---

**Sulfur sequestration promotes  
multicellularity during nutrient limitation**

---

In the format provided by the  
authors and unedited

## **Sulfur sequestration promotes multicellularity during nutrient limitation**

Beth Kelly<sup>1</sup>, Gustavo E. Carrizo<sup>1</sup>, Joy Edwards-Hicks<sup>1</sup>, David E. Sanin<sup>1</sup>,  
Michal A. Stanczak<sup>1</sup>, Chantal Priesnitz<sup>2, 3</sup>, Lea J. Flachsmann<sup>1</sup>, Jonathan D.  
Curtis<sup>1</sup>, Gerhard Mittler<sup>1</sup>, Yaarub Musa<sup>1</sup>, Thomas Becker<sup>4</sup>, Joerg M.  
Buescher<sup>1</sup>, Erika L. Pearce<sup>1\*</sup>

Germany

## Table of Contents

### Supplementary Information

#### Supplementary Figure 1.

Original source images for western blots 1

#### Supplementary Figure 2

Gating strategy to identify live, single *D. discoideum* cells 4

#### Supplementary Table 2

DIA windows scheduling used in this study 5

#### Supplementary Table 1

Proteomics analysis of Starved Dictyostelium  
Provided as a separate Excel file

Fig. 1l

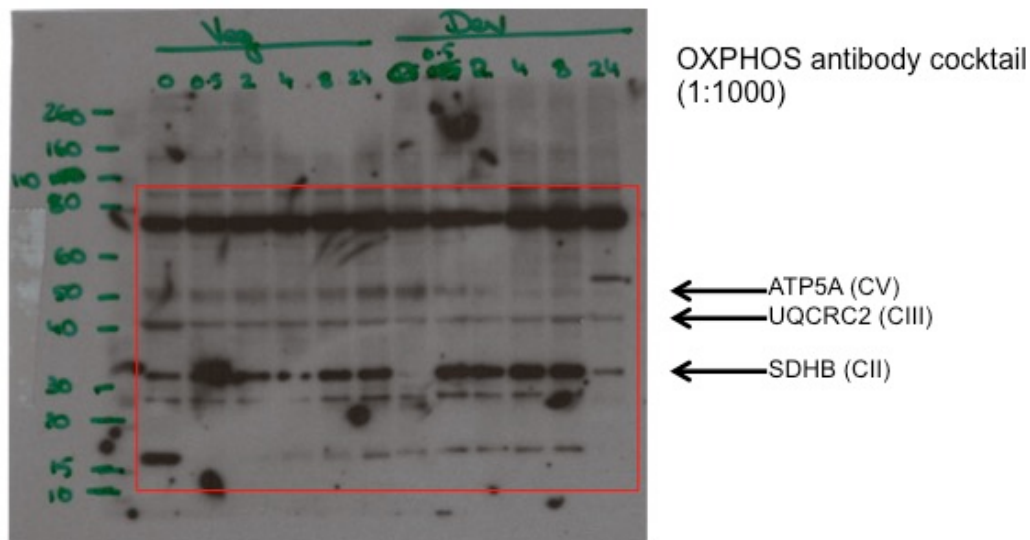

Fig. 2g

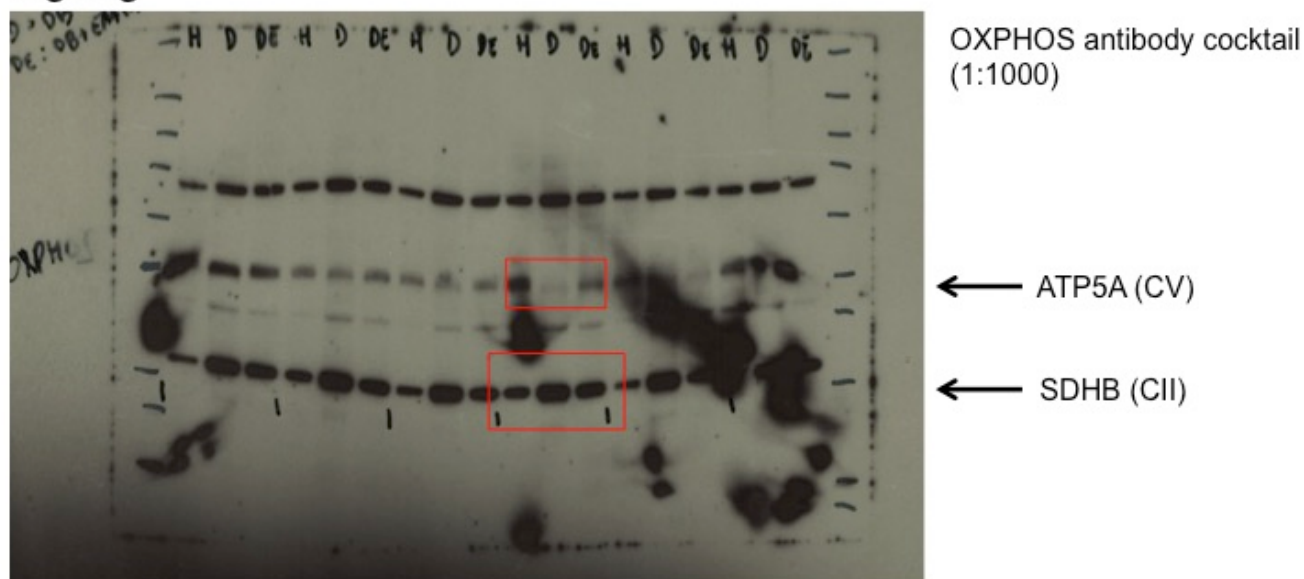

Fig. 3m

OXPHOS antibody cocktail (1:1000)

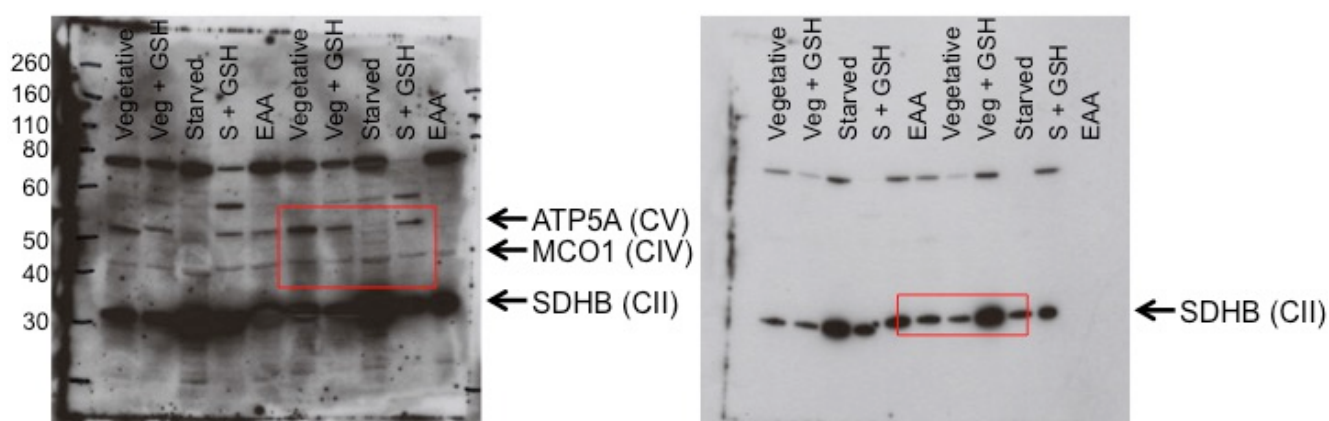

The above show two exposures of the same gel.

Supplementary Figure 1. Original source images for western blots

Extended Data Fig. 3e

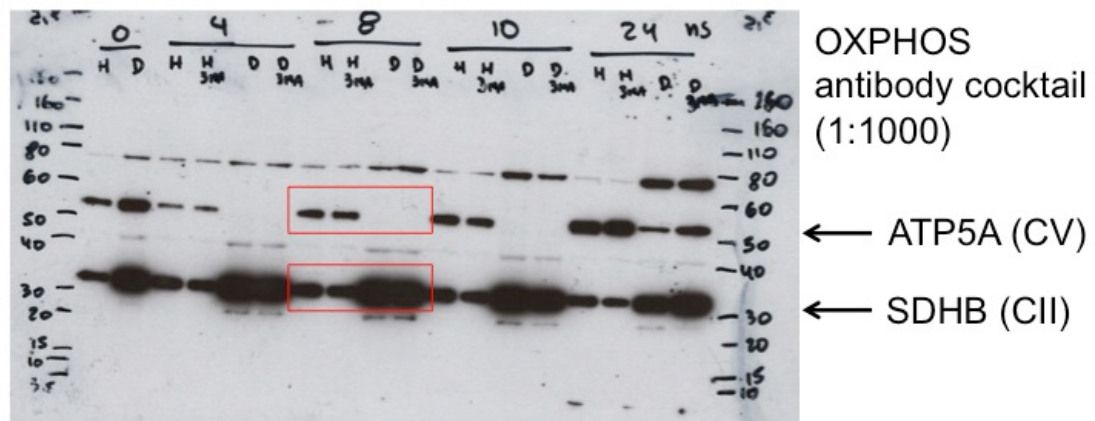

Extended Data Fig. 3g

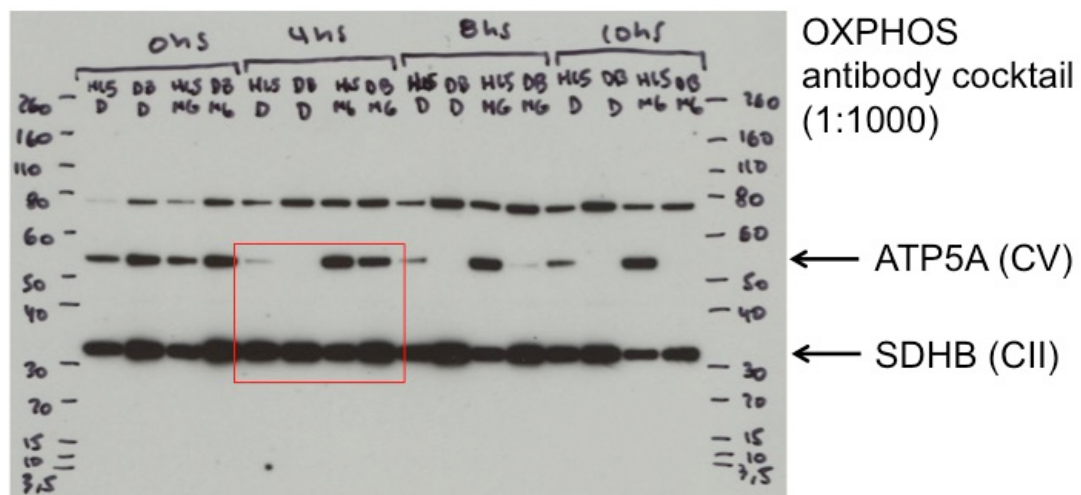

Supplementary Figure 1. Original source images for western blots

Extended Data Fig. 10e

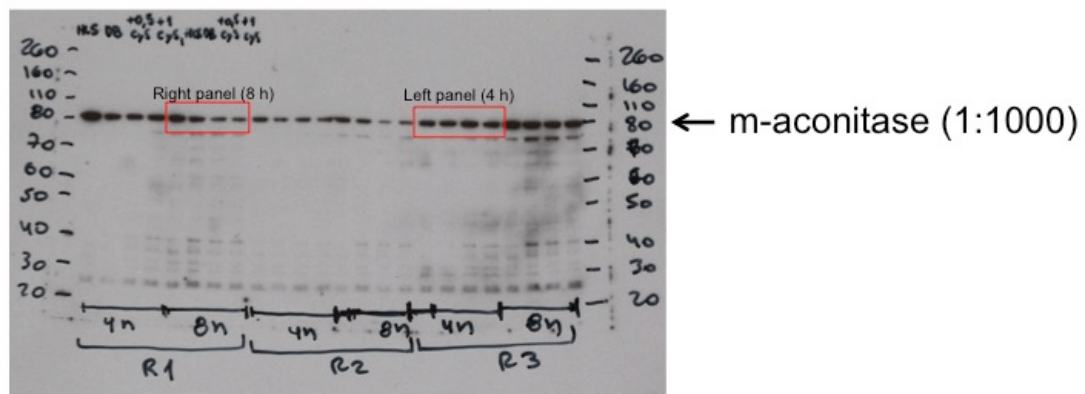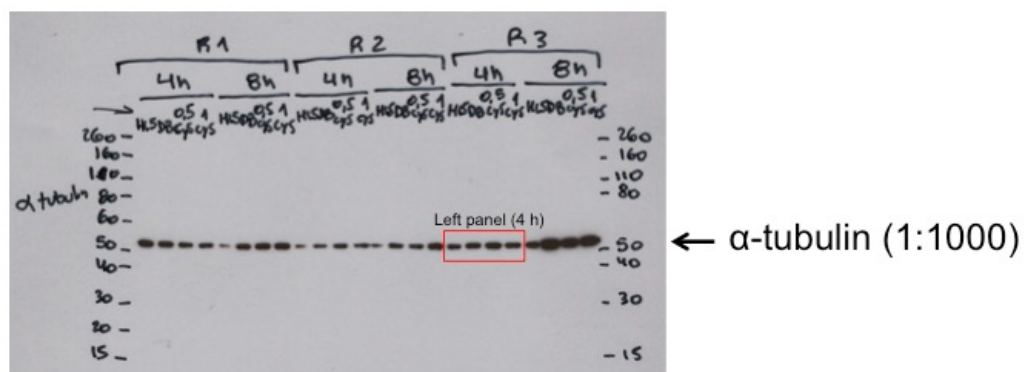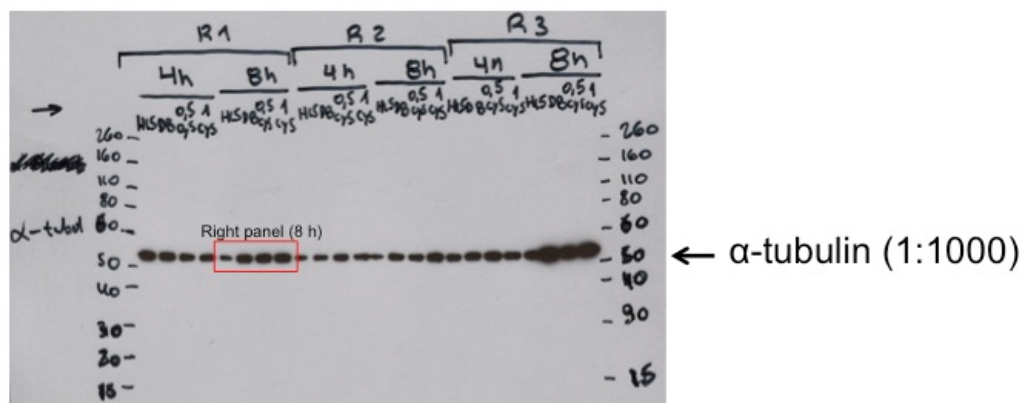

Samples and loading controls were run on the same gel.

Supplementary Figure 1. Original source images for western blots

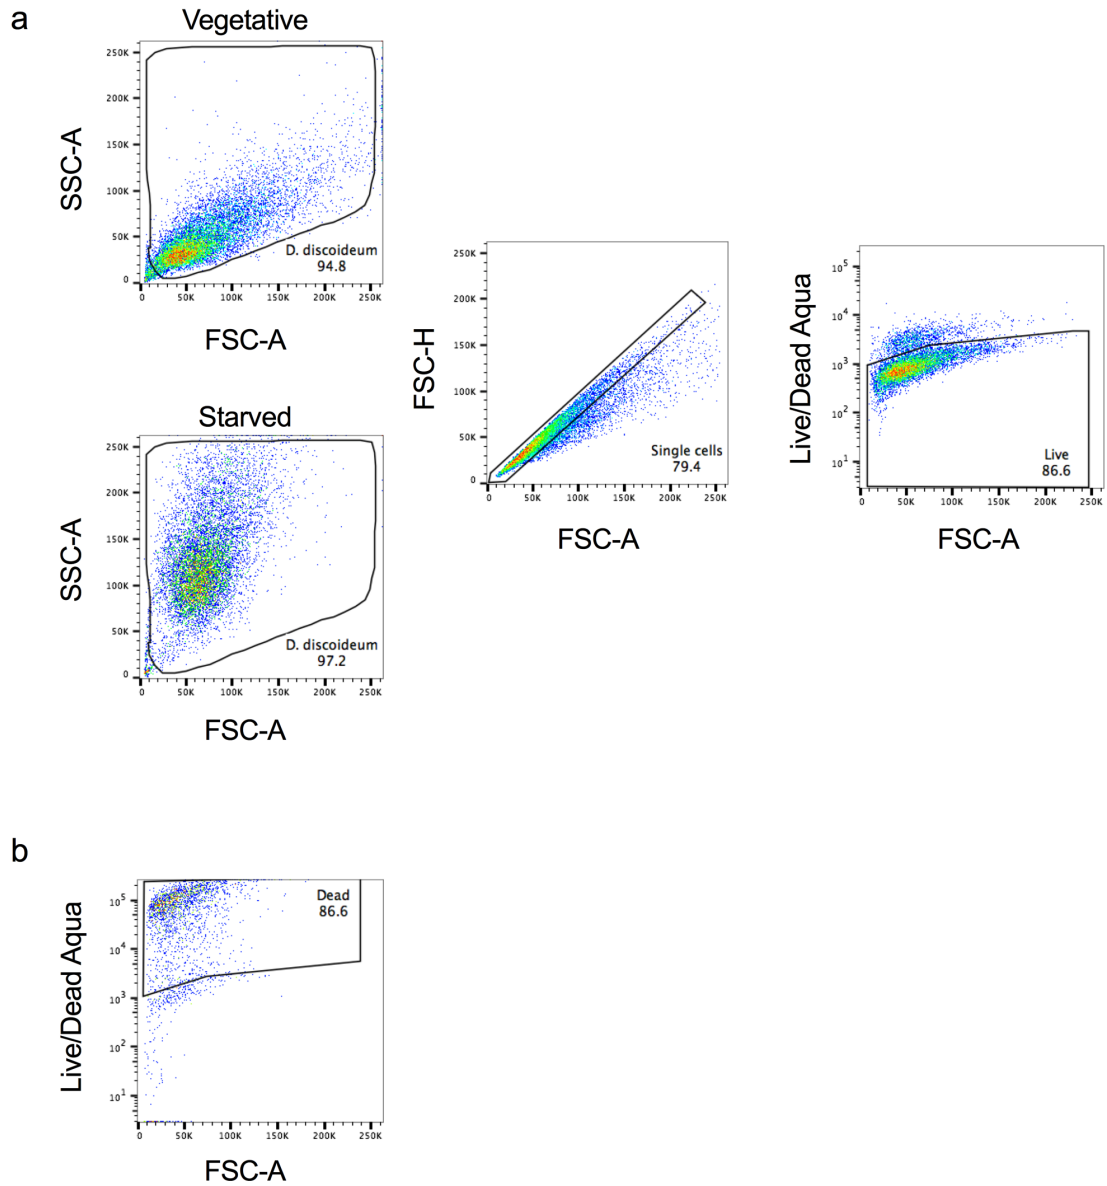

**Supplementary Figure 2. Gating strategy to identify live, single *D. discoideum* cells.** (a) Example flow cytometric gating strategy used to identify live, single, vegetative or starved *D. discoideum*. (b) Example of a positive control for dead cell staining.

Table S2

**DIA windows scheduling used in this study**

Mass Range: 400-1220 m/z  
 No. of DIA windows: 21

| <b>Windows Scheduling</b> |              |            |               |                     |
|---------------------------|--------------|------------|---------------|---------------------|
| <b>No.</b>                | <b>Begin</b> | <b>End</b> | <b>Center</b> | <b>Window Width</b> |
| 1                         | 400          | 426        | 413           | 26                  |
| 2                         | 425          | 451        | 438           | 26                  |
| 3                         | 450          | 476        | 463           | 26                  |
| 4                         | 475          | 501        | 488           | 26                  |
| 5                         | 500          | 526        | 513           | 26                  |
| 6                         | 525          | 551        | 538           | 26                  |
| 7                         | 550          | 576        | 563           | 26                  |
| 8                         | 576          | 601        | 588           | 26                  |
| 9                         | 600          | 631        | 615.5         | 31                  |
| 10                        | 630          | 661        | 645.5         | 31                  |
| 11                        | 660          | 691        | 675.5         | 31                  |
| 12                        | 690          | 721        | 705.5         | 31                  |
| 13                        | 720          | 771        | 745.5         | 51                  |
| 14                        | 770          | 821        | 795.5         | 51                  |
| 15                        | 820          | 871        | 845.5         | 51                  |
| 16                        | 870          | 921        | 895.5         | 51                  |
| 17                        | 920          | 971        | 945.5         | 51                  |
| 18                        | 970          | 1031       | 1000.5        | 61                  |
| 19                        | 1030         | 1091       | 1060.5        | 61                  |
| 20                        | 1090         | 1151       | 1120.5        | 61                  |
| 21                        | 1150         | 1220       | 1185          | 70                  |

**Supplementary Table S2. DIA windows scheduling used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

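Gene expression in single D. discoideum cells was measured in 4 libraries, 1 per condition: cells starved for 0.5 h, cells starved for 10 h, and vegetative cells at 0.5 h and at 10 h. The authors deposited raw UMI counts per gene and barcode, which their methods describe as made with Cell Ranger 2.2 on genome build release 2-12 and the headers of the files as made with software version 3.0.2. The counts were not normalized, filtered for doublets or corrected for free RNA as far as the files show. The paper's text names no filter on cells and no parameter of its clustering. The paper's estimate of the cells sequenced is 28000, where the files hold 27799 barcodes, of which 25655 had at least 200 genes. The libraries held from 23537308 to 107841082 UMIs.

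All values were computed from these counts with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9. Barcodes with at least 200 genes were kept. Counts of a cell were divided by its total, multiplied by 10000 and log-transformed, 2000 genes with the largest standardized variance were scaled, and 20 principal components were taken. Neighbour mixing used 30 neighbours, up to 3000 cells from each library, and cells thinned to 600 UMIs, the largest multiple of 100 that at least 80% of the kept cells of every library reached. By the same rule, barcodes with at least 500 genes were thinned to 3100 UMIs and full-size cells to 6100 UMIs, so that mixing under these limits is at another depth. The binomial interval of a mixing share counts each cell once. Joint clustering used a shared-neighbour graph of 20 neighbours and the Leiden method at resolution 0.8, and a cluster counted as a library's own above 80% of cells after the libraries were weighted equally. Clusters were described by their 3 leading genes by fold over all other cells clustered with them, from every library. Names from marker genes were computed and then not used, a decision made after they were seen. The reason was that in most clusters 1 library made up over 80% of cells. Such a cluster may be that library rather than a cell type.

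For profiles, counts were summed over the kept cells of a library and given as CPM, with exact Poisson intervals, and log2 ratios of starved over time-matched vegetative libraries were taken with a pseudocount of 1 CPM. Gene lists were set against 10000 random lists of the same size matched on mean expression. Intervals of log2 ratios, list medians and correlations, which decide below whether an alternative moved a value, came from Poisson redraws of the summed counts, and were centred on the computed value. The centring was added after the first results were seen, because the redraws add noise that lowers a correlation. For the named genes with the largest changes, the Poisson interval in the higher library reached at most 2.04% to either side. The named genes were, per time point, the 5 largest increases and the 5 largest decreases among genes with at least 100 CPM in the higher library, changed in the same direction against both vegetative libraries and by more than these differed, together with the 18 genes the paper names by symbol, of which 15 were matched by symbol. The design, the lists, the alternatives and these rules were written before the data were examined, except for the limit to full-size cells, those with at least 5000 UMIs and under 5% mitochondrially encoded counts, which was added after the distribution of UMIs was seen. Of the 17782 gene identifiers, 13214 matched a locus tag of the RefSeq table of assembly dicty_2.7, which was used for names only, and no coordinates were taken from it. Ribosomal protein genes were the 81 genes whose symbols start with rpl or rps, and mitochondrially encoded genes the 22 whose symbols match mitochondrial genes of that table.

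Likely doublets were left out only as an alternative, by the share of simulated doublets among a cell's neighbours, at 0.8% per 1000 barcodes of the library, which removed 182, 991, 447 and 86 cells from vegetative cells at 0.5 h, cells starved for 0.5 h, vegetative cells at 10 h and cells starved for 10 h. The steps were tested on libraries of 800 cells simulated from the profile of full-size vegetative cells at 0.5 h. Every simulated cell of a library was drawn from the same profile at the depth of a full-size cell, and thinned to 1000 UMIs for mixing. Differences between cells of a library and low-UMI barcodes were thus not simulated. Libraries of 1 profile gave a mixing of 50.4%, and a library in which 200 of 1075 genes with at least 50 CPM were changed gave 0.152%. For 40 random lists without change, the median percentile was 57.8. The sign of the change was recovered for 100% of the 200 changed genes. With 1 library per condition, no p-value was computed, and the intervals cover counting error only. The bulk RNA-seq, metabolite and imaging experiments of the paper were not analysed here.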

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

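The limit to full-size cells, those with at least 5000 UMIs and under 5% mitochondrially encoded counts, was chosen after the results were seen, and the other alternatives named here before. Each result rests on 1 library per condition, so that a difference between library preparations cannot be told apart from starvation. Differences between time points were not tested, and directions are given where the counting interval excluded 0. The criteria for including a result here were also changed after the values were seen, from a narrower set to opposite directions at the time points beyond counting error and the 5 largest increases at each time point.

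The growth markers moved in opposite directions at the 2 time points. The median log2 ratio of the 7 genes, starved over vegetative, was 0.63 at 0.5 h and -3.17 at 10 h, with percentiles of 98.2 and 0.07 among random lists. The signs were kept under every alternative run for gene lists, from 0.57 to 0.78 at 0.5 h and from -4.01 to -2.57 at 10 h. Low-UMI barcodes may have contributed at 0.5 h, since among full-size cells, where the median was 0.57, 4 of the 7 genes were higher against 7 of 7 before. At 10 h the median among full-size cells was -3.26, which argues against low-UMI barcodes as the whole cause of the decrease. Starvation remains open as an untested explanation.

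Proteasome genes had a median log2 ratio of -0.36 at 0.5 h and 1.12 at 10 h, at percentiles of 14.3 and 17.3 among random lists. The opposite signs could follow from the scaling of the libraries, since the median of all genes was itself -0.20 at 0.5 h and 1.69 at 10 h, above the proteasome median at both time points. Without ribosomal protein and mitochondrially encoded genes the proteasome median at 10 h was 0.33, where that of all genes was 0.93. The paper reports increased proteasome activity on starvation, and in its proteomics the sole pathway with a significant increase was related to the proteasome. Neither activity nor protein was measured in these libraries.

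Of the genes the paper names, cprB, a marker of spore formation in the paper, had a log2 ratio of -0.82 at 0.5 h and 7.96 at 10 h. At 0.5 h, cprB had 26.9 CPM in starved cells against 48.4 CPM in vegetative cells at 0.5 h and 29.7 CPM in vegetative cells at 10 h, and against the latter its log2 ratio was -0.14, so that 1 vegetative library decides the size of the decrease. The scaling of the 10 h libraries could have enlarged the increase, but without ribosomal protein and mitochondrially encoded genes it was still 7.14. Among full-size cells the increase was 7.87, and against vegetative cells at 0.5 h it was 7.27.

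Among the sulfur genes of Fig. 4f, 6 were lower at 0.5 h and higher at 10 h. The log2 ratios at 0.5 h and 10 h were -2.06 and 1.33 for ctu1, -2.03 and 0.98 for ctu2, -0.35 and 2.50 for elp, -0.60 and 1.25 for elp4, -2.58 and 0.81 for isca1 and -1.03 and 0.25 for urm1. The scaling of the libraries may account for most of the increases, since at 10 h those of ctu1, ctu2, elp4, isca1 and urm1 lay below the median of all genes, 1.69, and without ribosomal protein and mitochondrially encoded genes isca1 was at -0.0024 and urm1 at -0.49. The choice of the vegetative library also decides some of the signs. Against the other vegetative library, ctu2 was at -0.06 and urm1 at -0.04 at 10 h, and elp was at 0.87 at 0.5 h. The remaining changes kept their sign but were smaller against it. At 10 h they were 1.29 for elp, 0.64 for ctu1, 0.98 for elp4 and 0.66 for isca1. At 0.5 h they were -1.37 for ctu1, -0.98 for ctu2, -0.32 for elp4, -2.43 for isca1 and -0.75 for urm1.

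The paper's main text does not name the genes with the largest increases at 0.5 h. Their log2 ratios were 6.66 for cupC, 5.93 for cupH, 5.70 for cupB, 5.61 for cfrB and 5.51 for cpnC. Among full-size cells they were 6.81, 6.03, 5.84, 5.26 and 5.52, which argues against low-UMI barcodes as the whole cause. For cfrB, 1 vegetative library decides the size, with a log2 ratio of 3.70 against the vegetative library at 10 h. Reads shared between cup genes were not tested, because no genome sequence was used here.

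Nor does the paper's main text name those with the largest increases at 10 h. Their log2 ratios were 9.57 for tgrB2, 9.29 for DDB_G0290133, 9.16 for DDB_G0281169, 9.15 for DDB_G0276545 and 8.71 for D7. Among full-size cells they were 9.48, 9.33, 9.23, 9.15 and 8.69, which argues against low-UMI barcodes as the whole cause. Without ribosomal protein and mitochondrially encoded genes they were 9.22, 9.36, 9.21, 8.87 and 8.32, which argues against the low ribosomal protein share. For DDB_G0290133, 1 vegetative library decides the size, with a log2 ratio of 4.99 against vegetative cells at 0.5 h. Reads shared with similar genes were not tested.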

How the results depend on the processing

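The limit to full-size cells was chosen after the data were seen, and all other alternatives before. A value is said to move when it leaves the 95% counting interval of the value first reported, a narrow bound with this many cells and UMIs, and the number of barcodes when it changes by a large factor. Where a value moved, the cause was not tested.

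The number of kept barcodes was 15989 with at least 500 genes and 11898 for full-size cells. In every setting run, starved and vegetative cells mixed less at 10 h than at 0.5 h, and the vegetative pair mixed most. Mixing of starved and vegetative cells at 0.5 h and of the vegetative pair was 3.77% and 13.4% with 10 principal components, 6.04% and 16.8% with 30, 4.03% and 13.6% with 15 neighbours, 5.88% and 16.6% with 60 neighbours, and 1.70% and 4.14% without thinning. It was 5.58% at 0.5 h with 1000 variable genes. With at least 500 genes per barcode and cells thinned to 3100 UMIs in place of 600, mixing was 1.30% at 0.5 h, 0.363% at 10 h and 4.58% for the vegetative pair, and for full-size cells thinned to 6100 UMIs 1.08%, 0.322% and 2.88%. Effects of the limit and of the depth were not separated.

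Own-library cluster shares of the vegetative library at 0.5 h, the library starved for 0.5 h and the vegetative library at 10 h were 92.5%, 96.1% and 84.1% with at least 500 genes, 87.8%, 98.1% and 93.7% without likely doublets, 87.5%, 99.1% and 88.7% at resolution 0.4, 41.4%, 95.1% and 55.8% with thinned cells, and 95.0%, 97.2% and 93.9% for full-size cells, where the library starved for 10 h had 98.9%. With 10 principal components the share was 98.1% for the library starved for 0.5 h and 84.1% for the vegetative library at 10 h, with 1000 variable genes 88.9% for the latter, and at resolution 1.2 it was 87.7% for the vegetative library at 0.5 h. Without ribosomal protein and mitochondrially encoded genes it was 92.1% for the vegetative library at 10 h and 96.1% for the library starved for 10 h. A threshold of 90% in place of 80% left the shares of the 4 libraries as they were.

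Correlations of summed profiles moved with the genes used. Over all genes with a count and over genes with at least 50 CPM, they were 0.970 and 0.948 for the vegetative pair, 0.928 and 0.816 for starved and vegetative at 0.5 h, 0.811 and 0.221 for starved and vegetative at 10 h, 0.777 and 0.163 for vegetative at 0.5 h and starved at 10 h, 0.934 and 0.837 for starved at 0.5 h and vegetative at 10 h, and 0.828 and 0.317 for the starved pair. The vegetative pair was highest in each.

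Among list medians (log2), that of the ribosomal protein genes at 0.5 h, -0.01, had no stable sign. It was 0.039 without ribosomal protein and mitochondrially encoded genes in the totals, 0.15 with median-ratio scaling, 0.018 with the mean of each cell's CPM and 0.072 for full-size cells. No other list whose interval excluded 0 changed sign. Without ribosomal protein and mitochondrially encoded genes in the totals, the medians were 0.68 for growth at 0.5 h and, at 10 h, -0.59 for the sulfur genes of Fig. 4f, -4.87 for ribosomal protein, 0.33 for proteasome and -4.01 for growth. With median-ratio scaling they were -0.95 for sulfur, -0.24 for proteasome and 0.78 for growth at 0.5 h, and -0.12 for sulfur, -4.34 for ribosomal protein, 0.82 for proteasome, 3.35 for prespore and -3.43 for growth at 10 h. With the mean of each cell's CPM they were -1.28 for sulfur, -0.50 for proteasome and 0.28 for aggregation at 0.5 h, and -0.13 for sulfur, 3.77 for prespore and -3.54 for growth at 10 h. With a pseudocount of 5 CPM they were -0.57 for sulfur and -0.22 for proteasome at 0.5 h, and 0.98 for proteasome, 0.060 for aggregation, 1.73 for prespore, 0.39 for prestalk and -2.57 for growth at 10 h. Against the mean of the vegetative libraries they were -0.85 for sulfur and 0.69 for growth at 0.5 h, and 1.21 for proteasome and -2.83 for growth at 10 h. With all barcodes the ribosomal protein median at 10 h was -4.06. For full-size cells they were -0.97 for sulfur, -0.27 for proteasome and 0.57 for growth at 0.5 h, and -4.08 for ribosomal protein and 3.47 for prespore at 10 h. Relative to the first scaling, the median of all genes moved by 0.13 at 0.5 h and -0.29 at 10 h with median-ratio scaling by -0.76 at 10 h without ribosomal protein and mitochondrially encoded genes, by -0.16 at 0.5 h with the mean of each cell's CPM, by -0.38 at 10 h with a pseudocount of 5 CPM and by -0.10 at 10 h against the mean of the vegetative libraries. For the named genes, 203 values under the alternatives stayed within their counting interval, 171 left it and 4 changed sign from a value whose interval excluded 0. Some of the 171 also changed sign, from values whose interval included 0.

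Single genes that changed sign from a value whose counting interval excluded 0 were isca1 at 10 h, at -0.0024 without ribosomal protein and mitochondrially encoded genes, urm1 at 10 h, at -0.49 with that alternative and -0.018 with median-ratio scaling, and elp at 0.5 h, at 0.14 against the mean of the vegetative libraries. From values whose interval included 0, elp3 at 10 h went from 0.23 to -0.28 without ribosomal protein and mitochondrially encoded genes and to -0.17 with the mean of each cell's CPM, and mocs2l at 10 h went from 0.04 to -0.69 and -0.26 with these and to -0.21 with median-ratio scaling. Depth limits what can be read from single barcodes in the library starved for 0.5 h, where kept barcodes had a median of 2001.5 UMIs, against 5065 in the vegetative library at 10 h. For summed profiles it limits low genes in the library starved for 10 h, which had 23537308 UMIs.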

Other observations

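The tests of the mitochondrially encoded share, of the ribosomal protein share against depth and of a subset of cells, the test of swapped 10 h labels, and the limit to full-size cells were chosen after the results were seen, and the other tests before.

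In the library starved for 0.5 h and in the vegetative library at 10 h, 40.1% and 55.6% of barcodes had under 1500 UMIs, but they held 7.83% and 4.24% of the UMIs. The lowest count of a barcode was 1135 UMIs in the first library and 500 in the second, so that their low-UMI barcodes cover unlike ranges. If these barcodes were droplets that held free RNA of 1 shared profile, their counts would vary between barcodes only by sampling. Among barcodes with at least 200 genes, each thinned to 500 UMIs, the median variance over the sampling variance was 1.18 (1.17 to 1.21) across 137 genes for low-UMI barcodes starved for 0.5 h and 1.30 (1.28 to 1.34) for full-size cells of that library. In the vegetative library at 10 h it was 1.32 (1.30 to 1.36) and 1.43 (1.41 to 1.47) across 133 genes. The low-UMI barcodes thus lay between a single shared profile and full-size cells, and a mixture of free RNA and small or damaged cells remains a candidate explanation. The mitochondrially encoded share of the UMIs was 1.06% in the low-UMI barcodes starved for 0.5 h, below the 1.65% of its full-size cells, which argues against cells that kept mitochondria and lost cytosol as the source of most of these barcodes. It does not extend to the 3547 barcodes of that library with 1500 to 5000 UMIs, whose median share was 4.16%, against 1.64% in barcodes with at least 5000 UMIs, and for which such cells remain open. In the vegetative library at 10 h it was 4.01% against 1.84%, as such cells would give, but this holds for the 2650 low-UMI barcodes with at least 200 genes. Over all 4791 the share was 2.70%, and the median barcode had 0.549%, so that such cells can make up a part of these barcodes only. The 581 barcodes of that library with 1500 to 5000 UMIs had a median share of 13.0%. Reads carried over from other libraries by index swapping were argued against as the whole origin of these barcodes. The sequence of a low-UMI barcode was that of a full-size cell of another library for 1.34% of barcodes starved for 0.5 h, 1.34% of vegetative barcodes at 10 h and 1.56% of barcodes starved for 10 h, and the libraries' own full-size cells gave 1.15%, 1.12% and 0.574%, with overlapping counting intervals. In the library starved for 10 h these rest on 11 barcodes in each class.

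Low-UMI barcodes and unequal depth are argued against as the whole cause of the separation of starved and vegetative cells at 0.5 h, since among full-size cells the mixing was 1.08% with thinning to 6100 UMIs and 1.01% without thinning, below the 2.88% and 2.66% of the vegetative pair. A difference between library preparations cannot be told apart from starvation with 1 library per condition. The vegetative pair, of like treatment, itself mixed at 14.9%, far from the 50.0% of a random split of 1 library. That pair also differs in time in culture, 0.5 h against 10 h, so that its mixing does not measure library preparation alone. The gap between starved and vegetative libraries was wider with thinning in the joint clustering, where 41.4% and 55.8% of vegetative cells but 95.1% and 98.3% of starved cells lay in clusters of their own library. Among full-size cells, clustered without thinning, the shares were 95.0% and 93.9% for vegetative and 97.2% and 98.9% for starved cells. Cells outside such clusters can share a cluster with any other library. These shares thus do not measure how near vegetative cells lay to starved cells.

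The paper reports that ribosomal genes decreased after 8 h of starvation (Extended Data Fig. 3a). In the single-cell libraries, genes for ribosomal proteins took 44.8% of UMIs in vegetative cells at 0.5 h, 46.1% in cells starved for 0.5 h, 45.4% in vegetative cells at 10 h and 4.53% in cells starved for 10 h. Depth is argued against as the cause. Vegetative full-size cells at 10 h with 6486 to 12480 UMIs, the middle range of cells starved for 10 h, had a median share of 43.5%, against 3.67% for the starved cells. So are a few abundant genes, since without the 20 most abundant other genes the share was 6.41% in cells starved for 10 h and 58.4% in vegetative cells at 10 h. The low share was not limited to a subset of cells, as the 95th percentile of full-size cells starved for 10 h was 8.80% and the 5th percentile of vegetative full-size cells at 10 h was 26.0%. A swap of the 10 h labels is argued against by the correlation of the library labelled vegetative at 10 h with vegetative cells at 0.5 h, 0.941, where that of the library labelled starved for 10 h was 0.302. With 1 library per condition, library preparation was not excluded, and starvation remains open as untested.

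The gene lists were written before the data were examined, those of markers from general knowledge of the organism. The paper reports lower expression of the sulfur genes of Fig. 4f on starvation, in other samples. In the single-cell libraries their median log2 ratio was -1.07 at 0.5 h and 0.14 at 10 h, at percentiles of 0.500 and 1.41 among random lists. By the exact counting interval of the ratio, 13 of the 14 genes were lower and 0 higher at 0.5 h, and 4 were lower and 6 higher at 10 h. The count at 10 h moved with the scaling. By sign alone, 6 of the 14 were below 0 at 10 h, but 8 with median-ratio scaling or the mean of each cell's CPM, and 10 without ribosomal protein and mitochondrially encoded genes, where the median of the list was -0.59. Against the other vegetative library, 12 of the 14 had the same sign at 0.5 h and 11 at 10 h. The median of all genes was -0.20 at 0.5 h and 1.69 at 10 h, so that the list lay below it at both time points. The ribosomal protein median was -4.03 at 10 h, below all 10000 random lists, and -0.01 at 0.5 h, at a percentile of 83.0, where its sign changed with the scaling (0.15 with median-ratio scaling). Markers of aggregation had medians of 0.04 and 0.27 at percentiles of 89.5 and 49.7, prespore markers 0.07 and 3.59 at 95.9 and 100, and prestalk markers 0.06 and 1.24 at 99.3 and 99.4. At 0.5 h the levels of these 3 lists were near the pseudocount, so that no direction is read from them. At 10 h their sizes also hung on the pseudocount. With 5 CPM the medians were 0.060 for aggregation, 1.73 for prespore and 0.39 for prestalk markers. The prestalk median at 10 h lay below that of all genes, 1.69. Without ribosomal protein and mitochondrially encoded genes this order was reversed, with 1.16 for prestalk markers and 0.93 for all genes. It was kept in the other settings run, such as median-ratio scaling, with 1.08 and 1.39.

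The gene carA, a marker in the paper, is listed as 2 copies, carA-1 and carA-2, and reads shared between near-identical copies can be lost in counting. In cells starved for 10 h, carA-1 had 2 UMIs and carA-2 had 8, and both had 0 in the vegetative libraries. The symbols nfs1 and ig7 were not matched.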
